# Development and validation of a flax (*Linum usitatissimum *L.) gene expression oligo microarray

**DOI:** 10.1186/1471-2164-11-592

**Published:** 2010-10-21

**Authors:** Stéphane Fenart, Yves-Placide Assoumou Ndong, Jorge Duarte, Nathalie Rivière, Jeroen Wilmer, Olivier van Wuytswinkel, Anca Lucau, Emmanuelle Cariou, Godfrey Neutelings, Laurent Gutierrez, Brigitte Chabbert, Xavier Guillot, Reynald Tavernier, Simon Hawkins, Brigitte Thomasset

## Abstract

**Background:**

Flax (*Linum usitatissimum *L.) has been cultivated for around 9,000 years and is therefore one of the oldest cultivated species. Today, flax is still grown for its oil (oil-flax or linseed cultivars) and its cellulose-rich fibres (fibre-flax cultivars) used for high-value linen garments and composite materials. Despite the wide industrial use of flax-derived products, and our actual understanding of the regulation of both wood fibre production and oil biosynthesis more information must be acquired in both domains. Recent advances in genomics are now providing opportunities to improve our fundamental knowledge of these complex processes. In this paper we report the development and validation of a high-density oligo microarray platform dedicated to gene expression analyses in flax.

**Results:**

Nine different RNA samples obtained from flax inner- and outer-stems, seeds, leaves and roots were used to generate a collection of 1,066,481 ESTs by massive parallel pyrosequencing. Sequences were assembled into 59,626 unigenes and 48,021 sequences were selected for oligo design and high-density microarray (Nimblegen 385K) fabrication with eight, non-overlapping 25-mers oligos per unigene. 18 independent experiments were used to evaluate the hybridization quality, precision, specificity and accuracy and all results confirmed the high technical quality of our microarray platform. Cross-validation of microarray data was carried out using quantitative qRT-PCR. Nine target genes were selected on the basis of microarray results and reflected the whole range of fold change (both up-regulated and down-regulated genes in different samples). A statistically significant positive correlation was obtained comparing expression levels for each target gene across all biological replicates both in qRT-PCR and microarray results. Further experiments illustrated the capacity of our arrays to detect differential gene expression in a variety of flax tissues as well as between two contrasted flax varieties.

**Conclusion:**

All results suggest that our high-density flax oligo-microarray platform can be used as a very sensitive tool for analyzing gene expression in a large variety of tissues as well as in different cultivars. Moreover, this highly reliable platform can also be used for the quantification of mRNA transcriptional profiling in different flax tissues.

## Background

Flax (*Linum usitatissimum *L.) has long been cultivated by man for its cellulose-rich bast fibres and seeds [1,2]. The long bast fibres are traditionally used in the textile industry for the production of linen or mixed fibre textiles, and, together with shorter xylem fibres are also used in the automobile and construction industries [3,4]. Flax seeds are widely integrated into animal feeds [5] and are also important in human health since they are a major source of omega-3 fatty acids [6] and biologically active lignan [7]. Linseed oil from seeds is equally used in the fabrication of paint, lacquer and varnish, soap, putty and polymers [8,9].

In order to breed improved flax varieties we need to increase our fundamental knowledge of flax biology (fibre and seed formation, disease resistance, growth etc.) since many important questions remain unanswered. For example, although we know that fibre quality is related to the extremely low lignin levels found in this cell type as compared to wood fibres, we do not know how lignin biosynthesis is regulated in flax fibres [10]. Similarly, although the different biosynthetic pathways involved in fatty acid production in linseed are known, we still know relatively little about the biological mechanisms controlling linolenic acid levels in traditional flax varieties (45-65% omega-3 fatty acid) compared to solin or linola varieties (2%) [11,12].

The size of the flax genome (686 Mbp) is around four times that of Arabidopsis and recently different research teams have developed reverse genetics and genomic approaches to learn more about fibre and seed formation in this economicly-important species [13-18]. A cDNA custom flax array system has recently been constructed and successfully used to characterize genes expression profiles in fibre-bearing stem tissues [17,18]. This platform was constructed by spotting 9,600 anonymous cDNA clones obtained from a flax stem-peel cDNA library. In this paper we report the development and validation of a flax-specific high-density oligo-microarray platform using Nimblegen technology. Flax cDNAs generated from different tissues and/or developmental stages from two different flax cultivars (oil-seed and fibre flax respectively) were 454-sequenced and assembled into contigs. These contigs representing genes found in both oil-seed and fibre flax were used to produce a 48K array. The high quality of our array was demonstrated by the high reproducibility of different technical replications, as well as by the platform's capacity to identify differential gene expression profiles in different tissues and flax varieties.

## Results and discussion

### 454 Sequencing and contig assembly

In order to produce representative high-density flax (*Linum usitatissinum*) microarrays, we extracted RNA from 9 different samples (Table 1) corresponding to different tissues and/or developmental stages from two flax cultivars (Barbara, an oil-seed cultivar, and Hermes, a fibre cultivar) and prepared them for 454 sequencing. Different samples were chosen for their biological interest e.g. young- (10-15 Days After Flowering, DAF), mid-stage- (20-30 DAF) and maturing- (40-50 DAF) seeds correspond to early, maximal and late stages of storage compounds synthesis. Similarly, vegetative growth (50-60 days after germination, DAG) and green capsule stages (70-80 DAG) are associated with fibre development.

**Table 1:** Details of flax samples used for GS FLX sequencing and for microarray validation experiments.

Roots (Hermes)	Leaves (Hermes)	Stems (Hermes)		Seeds (Barbara)
(**R**)	(**L**)	Outer tissue	Inner tissue	10-15 DAF (**S1**)
		
		Vegetative phase (**SOV**)	Vegetative phase (**SIV**)	20-30 DAF (**S2**)
		
		Green capsule phase (**SOGC**)	Green capsule phase (**SIGC**)	40-50 DAF (**S3**)

R = roots; L = leaves; SOV = stem outer tissues; vegetative stage; SIV = stem inner tissues; vegetative stage; SOGC = stem outer tissues, green capsule stage; SIGC = stem inner tissues, green capsule stage; S1 = seeds, 10-15 Days After Flowering (DAF); S2 = seeds, 20-30 DAF, S3 = seeds, 40-50 DAF.

Four 454 GSFLX half-runs were used to sequence the 9 samples generating 1,068,375 reads with an average length of 281 bp and a total of 287 Mb (Table 2). MIDs (Multiplex identifiers) were used to mix samples into the same half-runs: SOV/SOGC, SIV/SIGC, L/R, and S1/S2/S3. Individual sample data was then separated from the four SFF (Standard Flowgram Format) files using the Roche 454 SFF info tool.

**Table 2:** 454 GS FLX sequencing data for the 9 samples

Tissues/Samples	Reads #	Average length	Bases #	Bases after clip #
SOV	162,256	289.62	43,779,333	33,153,393

SOGC	112,872	275.58	30,082,124	23,827,193

SIV	133,816	294.61	35,475,882	27,206,866

SIGC	154,790	299.80	41,108,455	31,266,452

L	134,342	286.15	36,243,207	26,340,221

R	131,051	273.08	35,614,353	24,190,625

S1	76,232	259.95	20,913,548	14,693,725

S2	80,148	252.54	22,077,809	14,419,155

S3	82,868	272.14	22,203,052	16,630,053

**All**	**1,068,375**	**281.67**	**287,497,763**	**211,727,683**

After cleaning 881,950 reads were assembled into 59,494 contigs, with 132 singlets giving a total of 59,626 unigenes http://urgi.versailles.inra.fr/index.php/urgi/Species/Flax/Dowload-sequences. The N50 was 569 bp and 17,487 contigs were longer than 500 bp. 17,731 contigs had only 2 reads, >15,000 contigs contained more than 10 reads and >8,500 contigs contained more than 20 reads. The number of reads varied from 1 to more than 3,500 potentially reflecting the relative abundance of the different transcripts. Incorporation of Sanger sequences available in the public domain did not alter our assembly suggesting that the shorter reads generated by 454 sequencing did not represent a problem for correct assembly (data not shown).

### Functional Characterization, GO notation

Contigs were loaded into the EST2uni database and the corresponding pipeline was used to make all annotations. BLAST analyses were used to compare flax contig sequences to 4 different databases (TAIRV7_cds, TAIRV7_pep, EMBL_plant and UNIPROT_plant; Table 3). Between 21.3% and 62.9% contigs show significant similarity to known genes (evalue ≤ e-20), depending upon the database used for comparison and putative Arabidopsis orthologs were found for 14.7% flax contigs. The relatively low value is probably to be expected since the reciprocal blasts necessary to identify putative orthologs was performed between the non-redundant Arabidopsis gene data set and the 59K flax unigene set. GO annotations could be assigned to approximately 25% of the unigenes by similarity using blast results and GOA and TAIR gene cross-referenced files. 10,010 sequences (16.8%) could be assigned molecular functions (Figure 1A), 14,501 sequences (24.3%) could be assigned biological processes (Figure 1B) and 16,570 sequences (27.8%) sequences could be assigned cellular components (Figure 1C).

**Table 3:** Numbers and percentages of flax unigenes showing blast hits against different databases

Database	Number of flax unigene hits	%
TAIRV7_cds	12672	21.3

TAIRV7_pep	32399	54.3

EMBL_plant	22804	38.2

UNIPROT_plant	34473	57.8

Any database	37490	62.9

**Figure 1:**
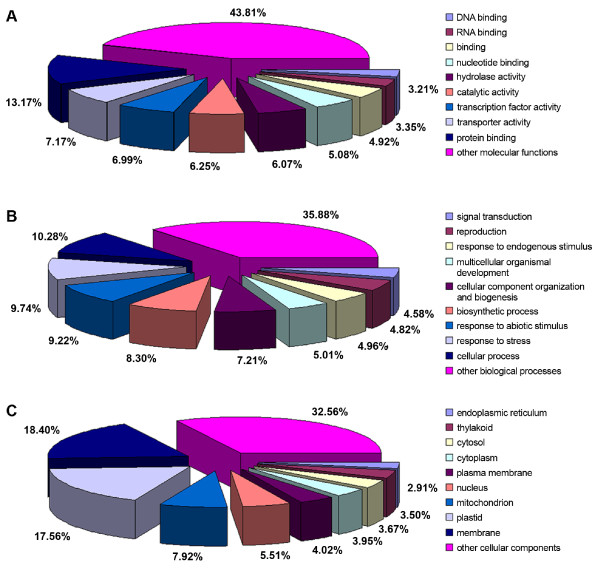
**Summary of predicted gene product function and location using gene ontology terms**. The data was obtained from the set of flax unigenes derived from the assembly of the 454 sequences. A: Molecular function; B: Biological process; C: Cellular component.

### Microarray Design

Analyses of the 59K unigene set allowed for several different probe design possibilities. After examination, we chose a design based upon 48K contigs as being the most representative of the 59K unigene set. Microarrays were designed according to the Roche/Nimblegen protocol based on 3' end cDNA synthesis and both annotated and non-annotated contigs were used. The final design contained 8 non-overlapping oligos (25-30 mers) per contig allowing for both qualitative and quantitative hybridization. This design is available at the GEO web site http://www.ncbi.nlm.nih.gov/projects/geo/ under the platform number GPL104.

### Parameters of microarray performance

The Nimblegen array system is based upon the hybridization of a single labeled sample (derived from RNA), followed by one-channel detection. The intensity of the hybridization signal is then used to determine target concentration. 

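Signals of 48021 contigs were measured on 18 arrays, with 2 hybridizations of 1 RNA for each of 9 samples. Roots (R), leaves (L) and the outer and inner stem tissues of the vegetative stage (SOV and SIV) and of the green capsule stage (SOGC and SIGC) came from the fibre cultivar Hermes. Root ends were taken from younger plants grown apart in sand and vermiculite under weaker light. Organ and growth conditions therefore cannot be told apart for roots. Seeds of 10 to 15 (S1), 20 to 30 (S2) and 40 to 50 (S3) days after flowering came from the oil-seed cultivar Barbara and their RNA was extracted in another way, so that organ, cultivar and extraction cannot be told apart in any comparison with seeds. Array labels call the seeds embryos and place the leaves at the green capsule stage, where the paper gives seeds and vegetative leaves. Each array carries 8 oligonucleotides per contig for 48019 contigs and another number for 2 contigs, with 5265 random control probes. The authors extracted the scanned signals, applied quantile normalization and summarized the probes of a contig by RMA, and the deposited values are log2 signals. Array medians lay between 6.97 and 7.20, and the random control probes had a summary level between 4.82 and 6.27. The values were used here as deposited, after averaging the 2 hybridizations of an RNA. Since each tissue is represented by 1 RNA, a log2 ratio of 2 tissues is given without a test, with the lowest and highest ratio among the 4 pairings of their hybridizations as its range. That range holds technical error alone. Tests with limma were possible where RNA samples could serve as replicates, for the 3 seed samples against the 6 others and for the inner against the outer stem over both stages. In the second of these, the spread comes from 4 RNA samples with the stage as a covariate. Contigs are named by their best protein match in the files, which 20482 contigs (42.7%) have, and such a name is that of another species' protein in most cases.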

In order to check the technical quality of each probe in our flax Nimblegen arrays, we performed 18 independent hybridizations on nine samples representing different tissues and/or different developmental stages (Table 1) with two technical repetitions. In order to avoid any potential bias due to biological variability the hybridizations were performed on the same RNA samples (Table 1) used for 454 sequencing. Technical quality was determined by evaluating the following parameters: hybridization quality, precision and accuracy.

#### Hybridization quality

Our results (GEO GSE21868) showed that all probes present on the array were capable of hybridizing successfully (signal > background) when tested on the different samples. 

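Photosynthesis, cell wall and storage transcripts were all read from contigs whose signal could be set against the random control probes of the same array. Of the 48021 contigs, 48012 were above the control level on at least 1 of the 18 arrays and 30010 (62.5%) were above it on every array. No array showed a signal above the control level for 9 contigs. The control level is 1 summary value per array, without a spread. A contig without transcript could exceed it on some array, so the count over at least 1 array does not show that each contig hybridized. The share of contigs above the control level ran from 77.2% to 98.2% per array. The control level was highest on the first hybridization of S2 (6.27) and lowest on leaf arrays (4.82).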

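On the tissue arrays the lowest log2 signal was 4.13 and the highest 15.22. The 11S globulin-like contig c40521, a seed storage protein, reached a mean of 14.38 in the 3 seed samples and lay at 7.80 in the other organs. The leaf contig c31535, a chlorophyll a-b binding protein of the light-harvesting antenna, had 12.33 in leaves and 7.71 elsewhere. The 12 arrays of the cultivars Drakkar and Belinka ran from 5.55 to 15.96.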

The sensitivity of the array was demonstrated by the wide signal dynamic range obtained (log2 values of 4 to 16). The experimental metrics report (NimbleScan v2.5) was used as recommended by Roche/Nimblegen to generate summary statistics that can be used to identify any potential problems during hybridization. Most of these metrics (interquartile density, signal range, uniformity mean, uniformity CV (coefficient of variation), number of empty features on the array, mean empty, the number of random control features present on the array, mean Random) assume probe randomization on the array surface. Thus, deviation from uniformity (i.e. outside the recommended value range) across the array could suggest potential artifacts during hybridization. Metric values (data not shown) for all 18 samples analyzed were within the recommended value range indicating that hybridization quality was satisfactory.

#### Precision

A crucial aspect of all microarray experiments is good system reproducibility enabling direct and reliable comparisons between different experiments. Precision describes how accurately the hybridization signal intensity can be reproduced and is usually reported as a correlation coefficient, standard deviation or average replicate error between duplicated experiments using the same RNA sample [19]. Raw expression data on the 18 (9 × 2) flax hybridization experiments were normalized and Pearson's correlation coefficients were calculated for the data sets of hybridization signal intensities. 

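The 2 hybridizations of the leaf RNA had r = 0.992 over the 48021 contigs, which are not independent of each other, so no p is given. Their difference had an SD of 0.23 on the log2 scale. Only 9 contigs (0.0187%) differed by more than 2-fold between the repetitions. The chlorophyll a-b binding protein s58413 was 4.00 log2 units higher in leaves than in the mean of the other samples.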

High correlation coefficients were obtained in all cases and the results obtained for the flax leaf sample are shown in Figure 2. These results (r ≥ 0.98; p-value < 2.2e^-16 ^) indicate an almost perfect correlation between different technical experiments underlining the extremely high precision level for our flax oligo-array platform. Such reproducibility is similar to that obtained with Affymetrix GeneChips [20] and is probably also due to probe redundancy. 

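Repetitions of the leaf and of the inner stem at the vegetative stage lay closest together, and those of roots and of the second seed sample farthest apart. After the leaf pair, r was 0.974 for SIV, 0.954 for SOV, 0.946 for S3, 0.939 for SOGC, 0.926 for S1 and 0.921 for SIGC. The root pair had r = 0.857 and 16.8% of its contigs differed by more than 2-fold. The S2 pair had r = 0.628 and 43.6% of its contigs (20915) differed by more than 2-fold, so that S2 values rest on repetitions that diverge. The first S2 hybridization was closest to roots (r = 0.656) among the other samples, and the second was closest to S3 (r = 0.914). The median over the 9 pairs was 0.939, and 1 of 9 pairs was at or above 0.98. From these correlations between technical repetitions, the paper concludes that the precision of the platform is extremely high.

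**Figure D1:**
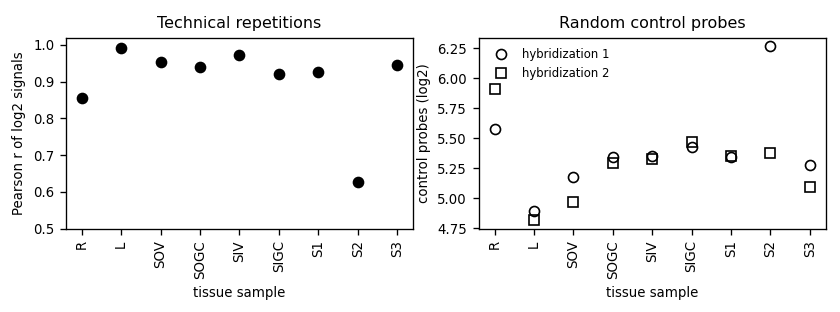
Pearson's r of the log2 signals between the 2 hybridizations of each tissue sample (left) and the log2 level of the random control probes on each of the 18 arrays (right), 1 point per pair or per array. The S2 pair has the lowest r, and its first hybridization the highest control level.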

Previous work has shown that the use of multiple independent oligonucleotides designed to hybridize to different regions of the same RNA improves signal-to-noise ratio and the dynamic range of detection, as well as minimizing cross-hybridization effects [21].

**Figure 2:**
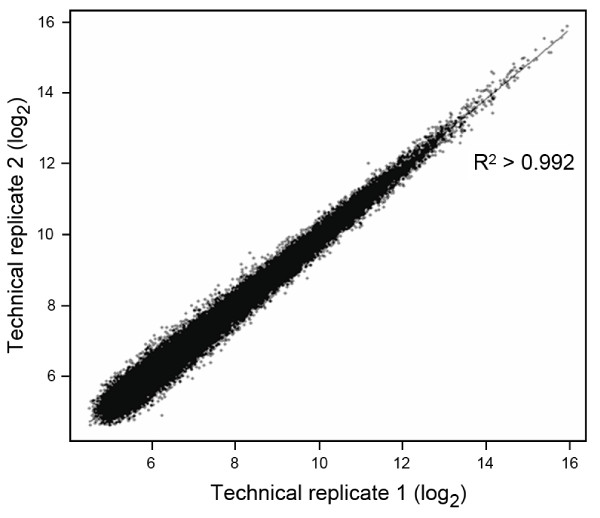
**Microarray reproducibility**. Scatter plot showing correlation between 2 microarray technical replicates (example shown on flax leaf sample, L). High correlations were found between all technical replicates (r = 0.98 or higher, p-value < 2.2e^-16^).

#### Accuracy

Accuracy describes how close to a true value a measurement lies. It can be estimated in experiments where a number of realistic targets are spiked at known concentrations into relevant RNA populations, or from comparisons with validation experiments, or by correlation of two different methods [19].

Gene-specific quantitative qRT-PCR was used for the cross-validation of platform performance and as an assessment of microarray accuracy. We selected 9 genes reflecting up-regulated (c20715, c2491 c602), down-regulated (c2533, c3323, c4370) or equally-expressed genes (c21991, c24118, c9380) in leaf (L) samples compared with stem (SIGC) samples. 

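In leaves the lipoxygenase LOX2 (c20715), an enzyme of jasmonate synthesis, exceeded the inner stem at the green capsule stage by a log2 ratio of 7.60 (range 7.49 to 7.71). The chlorophyll a-b binding protein c2491 had 4.57 (range 3.81 to 5.34) and the Rubisco activase c602 had 3.72 (range 3.31 to 4.13), both parts of photosynthesis. Lower in leaves were the fasciclin-like arabinogalactan protein 4 (c4370) with -5.81 (range -5.93 to -5.70), the laccase c3323 with -5.20 (range -5.37 to -5.03) and the cellulose synthase c2533 with -4.02 (range -4.25 to -3.80). The remaining 3 genes had ratios near 0, which were 0.22 (range 0.09 to 0.35) for an RNA polymerase II subunit (c21991), -0.14 (range -0.37 to 0.09) for a calmodulin (c24118) and 0.09 (range -0.45 to 0.64) for a ubiquitin C-terminal hydrolase (c9380). The calmodulin c24118 had 5.06 in leaves, against random control levels of 4.90 and 4.82 on the leaf arrays. In SIGC it had 5.20, below the control levels of 5.43 and 5.47, so its ratio cannot show equal expression. Each range covers the 4 pairings of the hybridizations of 1 leaf RNA and 1 stem RNA, so it holds no biological variation.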

Selected genes also covered a wide range of signal intensity (5.3849-14.0473). 

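Mean log2 signals of the 9 genes ran from 5.06 for the calmodulin contig c24118 to 12.96 for the lipoxygenase contig c20715. On single leaf and SIGC arrays the lowest was 4.94 and the highest 13.04. For the reference gene c3168 the sample means lay between 9.53 and 10.06 over the 9 tissues (SD 0.17). The other reference gene, c10916, a dehydrodolichyl diphosphate synthase, lay between 7.83 and 8.35 (SD 0.15).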

Table 4 shows the expression levels of the same target genes detected by qRT-PCR and microarray analyses. Expression level was calculated as log2ratio of mean signal intensity across three technical replicates between L and SIGC samples. A statistically significant correlation (r = 0.9823, p = 2.376e^-06^) between qRT-PCR and microarray results was obtained for all tested genes (Figure 3) indicating high concordance between these 2 data sets. 

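The lipoxygenase LOX2 (c20715) had the highest array ratio of leaf to inner stem, the photosynthesis genes c2491 and c602 came below it, and secondary wall genes lay at the other end. Over the 9 genes, the array ratios and the paper's qRT-PCR ratios had r = 0.977 (exact permutation of all 362880 pairings, two-sided p = 9.92e-05) and rho = 0.9 (exact permutation, p = 0.00203). These are 2 correlations of 1 family, across genes, which are not independent replicates. Without c20715 and c4370, the genes farthest from the median of the array ratios, r was 0.953 over 7 genes (exact permutation, p = 0.00952). A slope of 0.482 related the array ratio to the qRT-PCR ratio. With c2370, the ID printed in Table 4, in place of c4370, r was 0.908 (exact permutation, p = 0.00112), and c2370 had an array ratio of -0.34.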

The observation that the fold-change values in gene expression are lower for the microarray data as compared to the qRT-PCR data is most likely due to data compression resulting from limited dynamic range or signal saturation [22]. These data indicate that our oligo-array platform is able to accurately predict the direction of change of gene expression level (i.e. either up or down regulation) between subsets of interest.

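LOX2, the chlorophyll a-b binding protein and the Rubisco activase were higher in leaves by both methods, and the cellulose synthase, the laccase and the fasciclin-like protein were lower by both. Thus 6 of 6 genes chosen as changed had the same direction in the array values and in the paper's qRT-PCR values. The 3 genes chosen as equally expressed had array ratios between -0.14 and 0.22. Among them, c24118 had signals near the random control level, so its ratio cannot show equal expression. From the correlation and these directions, the paper concludes that the platform predicts the direction of change of expression between samples.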

**Table 4:** Comparison of expression levels (log2ratio) from qRT-PCR and microarray for selected target genes

Target Transcript	Gene ID	Microarray value (Log2ratio)	qRT-PCR value (Log2ratio)
Lipoxygenase LOX2	c20715	7.86465	17.6

Chlorophyll a-b binding protein 3C-like	c2491	3.9446	7.47

RuBisCO activase 2	c602	4.5263	12.185

DNA-directed RNA polymerase II	c21991	0.01865	-0.015

Calmodulin TaCaM2-1	c24118	-0.10225	0.295

Ubiquitin carboxyl- terminal hydrolase	c9380	0.05875	0.215

Cellulose synthase	c2533	-4.5911	-7.37

Laccase	c3323	-6.3722	-7.31

Fasciclin-like AGP 4	c2370	-6.7035	-9.72

Gene expression was calculated as log2ratio of L *vs *SIGC samples, using mean signal intensity across three technical replicates of each sample. Values >1 indicate up-regulation, and values <-1 indicate down-regulation.

**Figure 3:**
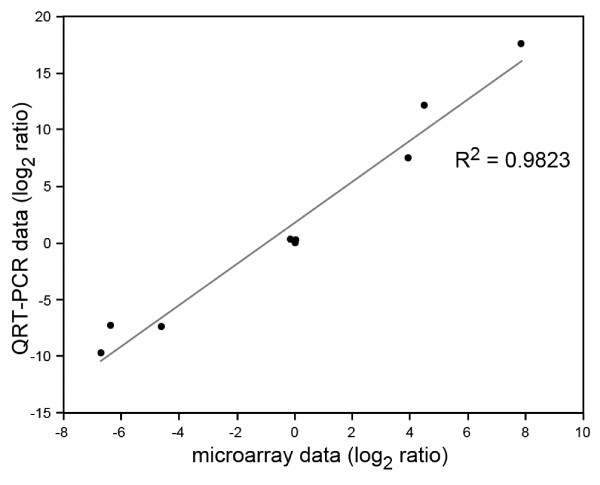
**Correlation between qRT-PCR and microarray results**. A statistically significant correlation (r = 0.9823, p = 2.376e^-06^) was obtained for all tested genes.

### Differential gene expression detection

In order to see whether our flax microarray platform was able to generate biologically-useful information, we analyzed its capacity to detect specific gene expression profiles associated with different tissues, different developmental stages, and different genotypes. Firstly, we used principal component analysis (PCA) to compare expression profiles in the 9 different samples previously hybridized. Secondly, we compared the expression of 4 genes known to be involved in the process of secondary cell wall biosynthesis and wood formation. Thirdly, we directly compared expression profiles between inner and outer stem tissues at two developmental stages. Finally, we compared gene expression profiles in 2 supplementary flax varieties that show differences in fibre quality and disease resistance.

#### Differential gene expression in flax tissues and developmental stages

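Seeds, leaves and roots took separate places in a principal component analysis of the 9 tissue means over 48021 contigs, each contig centred on its mean. On component 1, leaves had a score of -149 and the seed samples S3 and S2 had 118 and 123. Between them were the outer stem at the vegetative stage (-80.3), the inner stem at the same stage (-41.4), roots (42.0) and the youngest seeds (72.3). On component 2, roots (87.7) and the inner stem of both stages (75.4 at green capsule and 72.3 at vegetative) stood opposite leaves (-122) and S3 (-95.6).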

The results of principal component analysis (PCA) of microarray data and representative K-means profiles of tissue-/stage-specific gene expressions are shown in Figure 4. Three major regions of dispersion are found: A) genes specifically expressed in roots (Figure 4, top, profile 1), B) genes expressed specifically in stems and leaves (Figure 4, left, profiles 2-4) and C) genes specifically expressed in seeds (Figure 4, right, profiles 5-7). 

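On component 1, storage protein genes lay at the seed end (median 1.92 for 112 contigs) and photosynthesis genes at the leaf and stem end (-1.21 for 324), while on component 2 storage proteins had 0.14. The seed end of component 1 was led by the 11S globulin c20 at 8.51, and the leaf and stem end by the MtN19-like contig c967 at -6.17, the SOC1-like contig c40744 and the chlorophyll a-b binding protein c11. The subtilisin-like protease c3686, at 6.69, led the root and inner stem end of component 2, where the fasciclin-like contig c4370 also lay at 4.83. In roots, however, c4370 had a signal of only 5.82, and it was high in the outer stem (12.10 in SOV and 11.28 in SOGC) as in the inner stem (11.38 in SIV and 11.37 in SIGC). At the other end of component 2, with leaves and S3, was the delta 12 desaturase c4478 at -4.82, an enzyme of unsaturated oil synthesis. Positions are sums of a contig's centred log2 values over the 9 samples, weighted by the component, and K-means profiles were not analysed here.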

Genes similarly expressed in all tissues are clustered in the middle of the figure.

**Figure 4:**
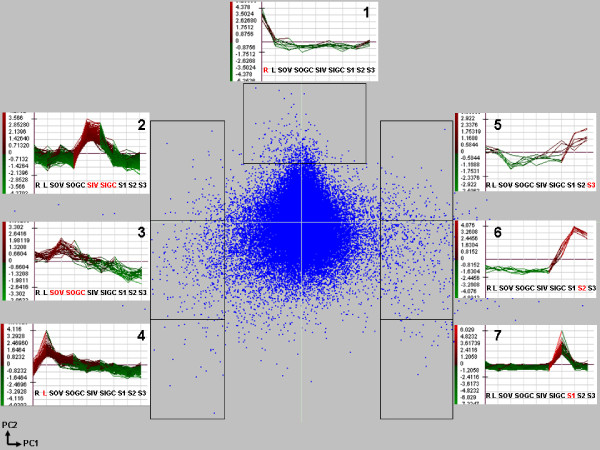
**Principal component analysis (PCA) of microarray data and representative K-means profiles of tissue-specific gene expressions**. Variance of principal component 1 (PC1) = 41.05% and of principal component 2 (PC2) = 17.73%. Three major regions of dispersion were found representing A) root specific genes (profile 1); B) stem specific genes (profiles 2 and 3) and leaf specific genes (profile 4); and C) seed specific genes (profiles 5, 6 and 7). Genes similarly expressed in different tissues are located in the middle of the PCA figure. R: root; L: leaf; SOV: Shoot outer tissue, vegetative stage; SOGC: shoot outer tissue, green capsule stage; SIV: Shoot inner tissue, vegetative stage; SIGC: shoot inner tissue, green capsule stage; S1: 10-15 days-old seeds; S2: 20-30 days-old seeds; S3: 40-50 days-old seeds.

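Component 1, which set seeds with storage proteins apart from leaves and stems, carried 39.1% of the variance of the centred log2 values. Component 2, which set roots and inner stem tissue apart from leaves and S3, carried 24.3%. Components 3 and 4 held 11.4% and 9.16%. A single sample per tissue enters each point, so these shares have no error.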

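A contig was called specific where its lowest array in an organ was at least 1 log2 unit above its highest array in every other organ, which left 1571 contigs, with 1177 in leaves, 187 in seeds, 178 in roots and 29 in stems. In roots the widest margins were those of an aquaporin of the tonoplast type (c56042, 3.95), a polyphenol oxidase (c6397, 3.68) and a germin-like protein (c5305, 3.51). Leaf contigs were led by LOX2 (c20715, 6.60) and a methyl jasmonate esterase (c1358, 6.14). Seeds had the 11S globulins c20 (4.56) and c40521 (4.49), the isocitrate lyase c470 (4.32) and the vicilin c38762 (3.90), and stems the fasciclin-like contig c4370 (4.80) and a beta glucosidase (c11226, 2.52). A protein match was present for 110 of the root, 703 of the leaf, 11 of the stem and 110 of the seed contigs. The number of arrays that must be exceeded differs between organs, as stems have 4 samples and roots and leaves 1 each, so the counts of organs are not on one scale. When 1 sample of an organ sufficed, seeds had 1524 contigs and leaves 1177, and from 1 hybridization per sample roots had 454 or 1210. After quantile normalization once more, leaves had 616, roots 216, seeds 199 and stems 28. The leaf arrays had the widest interquartile range of the tissue arrays (2.79 and 2.81), against 2.08 and 1.88 on root arrays. Without the first S2 hybridization, an alternative chosen after the data were seen, seeds had 297. In the total, 4113 contigs passed when organ means replaced the extreme arrays, and with 1 hybridization per sample 2830 to 3782 passed.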

J-Express generated a list of 1,357 specifically expressed genes of which 609 were root-specific genes, 599 leaf-specific genes, 79 shoot-specific genes and 70 seed-specific genes. Differential expression profiles of these genes were verified by a SAM test with a FDR less than 5%. Annotated genes in these different groups were then classified into different GO biological processes and the percentages of tissue-specific gene expressions were calculated for each process (Figure 5A).

**Figure 5:**
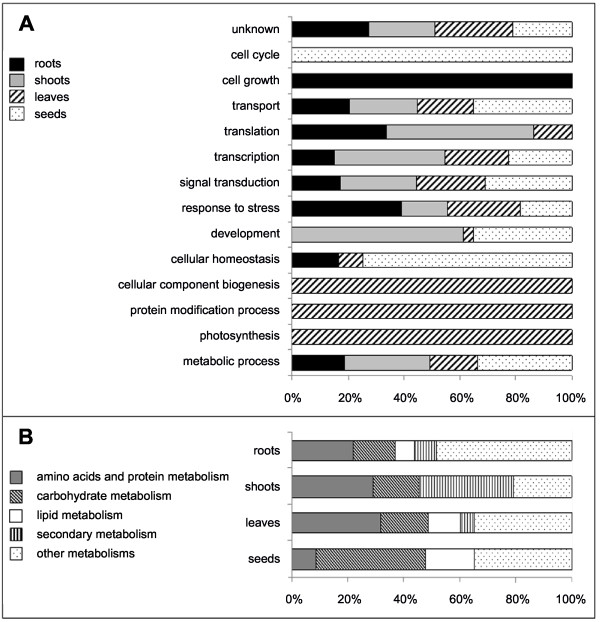
**GO unigene annotation on microarray data**. A - Percentage representation of differentially expressed genes from different flax tissues in different GO biological processes. B - Percentage representation of differentially expressed genes from different flax tissues in different metabolisms.

Overall, these results are in general agreement with the known physiological processes of the different organs/tissues thereby suggesting that our platform is capable of generating biologically-useful gene-expression data. For example, leaves are well known to be the plant's main photosynthetic organs and leaf structure is closely associated with its photosynthetic function and chloroplast biogenesis [23-31]. 

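Of 324 contigs for photosynthesis, 53 were specific to leaves, against 7.94 by the share of leaf contigs among all, and 0 were specific to roots, stems or seeds. The chlorophyll a-b binding proteins c2491 and c31535 were 4.73 and 4.61 log2 units above the mean of the other samples in leaves, and the Rubisco activase c602 was 3.92 above it. Other photosynthesis contigs were shared with stems, such as the chlorophyll a-b binding protein c59016, which lay 2.90 above the rest in stems and -4.50 against the rest in roots. The specific contigs come from a margin on 18 arrays without a test, and Gene Ontology classes are not used here.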

The observation that the GO process 'photosynthesis' is entirely composed of genes specifically expressed in the leaves (Figure 5A), as are the GO processes 'cellular component biogenesis', and 'protein modification process' is in agreement with the biological structure and role of this organ. 

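Peroxidases, germin-like and pathogenesis-related proteins, which take part in wall cross-linking and defence, were over-represented among root-specific contigs. Of 81 class III peroxidases, 13 were root-specific against 0.30 by chance, led by c12832 at 4.74 and c20614 at 3.91 log2 units above the mean of the other samples. Among 129 pathogenesis-related contigs 10 were root-specific (0.478 by chance), such as the major latex-like protein c10234 (3.73) and the chitinase c484 (3.20). The germin-like list had 4 of 20 (0.0741 by chance). For cell growth, the alpha-expansin 3 contig c26195, of a family that loosens walls, lay 3.97 above the rest and was root-specific. Roots are represented by 1 RNA whose repetitions had a wider spread than those of most tissues (SD of the difference 0.73), and these counts have no replicate test. The root plants were also younger and grown in another substrate and light, which cannot be told apart from the organ.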

In root tissues the GO processes 'cell growth' and 'response to stress' were the most represented functions in agreement with the biological activities of this organ [32,33]. 

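Fasciclin-like arabinogalactan proteins, adhesive proteins of the cell wall, stood out among the 29 stem-specific contigs. c4370 lay 5.82 and c51183 4.32 log2 units above the mean of the other organs, and 2 of 27 contigs of this list were specific against 0.0163 by chance. A knotted-like homeobox contig (c2753), of a family that maintains meristems, had a margin of 1.66 over the highest array of every other organ. The margin was 1.93 for c51183. Each stem value averages 4 RNA samples of inner and outer tissue, so genes of a single stem tissue can be missed.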

As in other plant species, the flax stem is characterized by the differentiation of different specialized tissues [18,34] and the majority stem-specific gene expression in the development GO process is in keeping with the biological activity of this organ. Finally, cell-cycle and cellular homeostasis GO processes were associated with embryo-specific gene expressions characteristic of embryogenesis [35].

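Histone and cell cycle genes had a higher median in seeds, foremost in S1, with few members past the test. Of 129 such contigs, 9 rose and 3 fell in the 3 seed samples against the 6 other samples by limma at an adjusted p under 0.05 and a log2 change of at least 1, and 14 rose and 3 fell when adjusted over the list alone. The histone H4 contigs c5123 and c899 had log2 differences of 2.67 and 1.65, whereas the cyclin-dependent kinase contig c28699 had -2.74. By seed sample, the median of the list lay 0.52 and 0.82 above the other organs in the 2 hybridizations of S1, -0.10 and 0.22 in those of S2, and 0.03 and 0.23 in those of S3. Over the list the median was 0.46 (camera, adjusted p over 30 lists = 0.000197, adjusted p = 0.32 with an estimated correlation, and adjusted p = 0.0795 with 1 contig per protein accession). None of the 129 contigs met the margin for seed-specific contigs.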

Similar analyses (Figure 5B) of the relationship between different tissue-specific genes and metabolisms also suggest that our platform is capable of generating biologically-relevant information. Of interest are the relatively high percentages of genes associated with lipid and carbohydrate metabolisms in seeds since direct quantitative measurements [36] have shown that sucrose and lipids represent the largest metabolite pools in flax seeds. Similarly, secondary metabolism represents the major metabolism in flax stems and is most likely associated with the lignification of xylem secondary cell walls [34].

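Storage proteins were among the largest rises in seeds against the other organs, and oil body proteins had the highest median of the 30 lists (1.94). The 11S globulin c20 rose by a log2 difference of 6.71 (standard error 0.41, adjusted p = 1.3e-05) and the storage protein c58827 by 6.03 (standard error 0.28, adjusted p = 5.16e-06) in limma's fit of 3 seed samples against 6 others. Isocitrate lyase (c470), an enzyme that turns stored oil into sugar, rose by 6.05 (limma, standard error 0.35, adjusted p = 1.2e-05). Of 34 oil body contigs (oleosins and caleosins, which coat oil droplets), 21 rose and 0 fell (26 rose adjusted over the list alone), and 11 of them were seed-specific against 0.132 by chance. Among 112 storage protein contigs, 47 rose and 0 fell (51 adjusted over the list alone). The list of 79 contigs for fatty acid and oil synthesis had a median of 0.34 (camera, adjusted p = 0.0142, adjusted p = 0.67 with an estimated correlation, and adjusted p = 0.105 with 1 contig per protein accession), with 1 contig that rose (0 adjusted over the list alone). The desaturases c4478, c2030 (FAD3A) and c681 (FAD3B) had differences of 3.38, 3.23 and 2.81, of which at most 1 passed the test. The signal of c4478 was 7.09 in S2, below its 9.26 in leaves. In S2 this list lay below the other organs, at -0.43 and -0.29 in the 2 hybridizations, and above them in S1 and S3. The paper's Figure 6 was closer to the deposited values with S2 and S3 exchanged (mean difference 0.24) than as labelled (0.83). The seed age of these low values is therefore uncertain. The first S2 hybridization had the highest control level of the 18 arrays, and without it 3283 contigs passed the same test. In all, 1305 contigs rose and 1078 fell. Without S3 the total fell to 624 contigs, without S2 to 1514, and the cultivar difference between seeds and the rest stays part of every value.

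**Figure D2:**
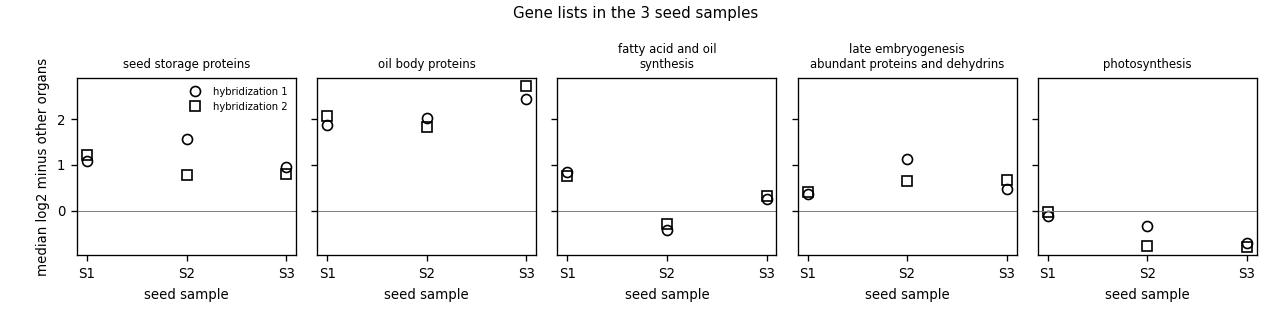
Median log2 signal of 5 gene lists in each hybridization of the seed samples S1, S2 and S3, minus the mean of the other organs, 1 point per hybridization. Oil body proteins lie between 1.83 and 2.73 in every hybridization, while fatty acid and oil synthesis lies below 0 in S2.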

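Some lists of wall polymer synthesis had a higher median in the mean of the 4 stem samples, which pools inner and outer tissue and has no test. The median of 17 secondary wall glycosyltransferases lay 1.46 log2 units above the other samples, that of 16 laccases 0.94 and that of 79 contigs for monolignol synthesis 0.37. Examples are the glycosyltransferase c3061 (2.38), the laccase-4 contig c3107 (2.09), which couples monolignols into lignin, and the ferulate 5-hydroxylase c2179 (1.93). The inner stem carried the first 2 of these, as c3061 had log2 signals of 11.04 in SIV and 10.37 in SIGC but 6.69 in SOV and 6.52 in SOGC, against 6.82 in roots, and c3107 had 7.07 in SOV against 8.28 in roots. Laccases also lay 0.77 above the rest in roots, and class III peroxidases had -0.06 in stems. None of the contigs of the first 3 lists reached the margin for stem-specific contigs. The trans-cinnamate 4-hydroxylase c11079 was 2.76 above the rest in roots. From the share of secondary metabolism among stem-specific genes, the paper proposes that it is associated with the lignification of xylem walls.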

#### Differential gene expression in a targeted process

We compared the expression of four genes known to be involved in the process of secondary cell wall biosynthesis and wood formation characteristic of inner stem tissues [37]. Expression levels of *cellulose synthase *(c2533), *phenylalanine ammonia-lyase *(c247), *transcinnamate 4-hydroxylase *(c11079), and *caffeoyl-CoA 3-O-methyltransferase *(c15771) were calculated as log2ratio of the signal intensity in each tissue *vs*. the average of signal intensity across all analyzed tissues (Figure 6). 

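The cellulose synthase c2533 was highest in the inner stem, at 2.95 log2 units above the mean of the 9 tissues at the vegetative stage and 2.39 at the green capsule stage. Phenylalanine ammonia-lyase (c247), the entry into phenylpropanoids, had 2.19 and 1.75 in the same tissues and 0.56 in roots. The trans-cinnamate 4-hydroxylase c11079 had 2.56 in the inner stem at the vegetative stage, 2.46 in roots and 0.67 in the inner stem at the green capsule stage. The caffeoyl-CoA 3-O-methyltransferase c15771 moved least, with 1.10 and 0.98 in inner tissues. In outer tissues of the vegetative and green capsule stages, c2533 had 1.09 and -0.14, c247 0.05 and -1.24, c11079 -0.99 and -1.11, and c15771 0.47 and -0.07. The distance of each repetition from its mean, a technical spread only, was 0.12 for c2533 and 0.13 for c11079 in SIV, and was wider elsewhere, as 0.61 for c247 in SOGC, 0.71 for c247 in S3 and 0.91 for c15771 in S2.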

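Over both stages, phenylalanine ammonia-lyase (c247) rose in inner against outer stem tissues by 2.57 (standard error 0.27, adjusted p = 0.00114) in limma's fit of 4 RNA samples with the stage as a covariate. The trans-cinnamate 4-hydroxylase c11079 rose by 2.67 (limma, standard error 0.38, adjusted p = 0.0050) and the cellulose synthase c2533 by 2.20 (standard error 0.26, adjusted p = 0.00189). The caffeoyl-CoA 3-O-methyltransferase c15771 had 0.84 (limma, standard error 0.24, adjusted p = 0.0963) and did not pass. All 4 genes had a positive ratio at each stage, from 0.64 for c15771 to 3.55 for c11079 at the vegetative stage and from 1.05 for c15771 to 2.99 for c247 at the green capsule stage. As each tissue and stage is 1 RNA, the test draws its error from 1 residual degree of freedom per contig and the spread shared over all contigs.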

As expected, the great majority of these genes were more highly expressed in inner tissues (at both developmental stages examined). These observations confirm that the flax oligo-array platform is able to accurately discriminate gene expression profiles in different tissues.

**Figure 6:**
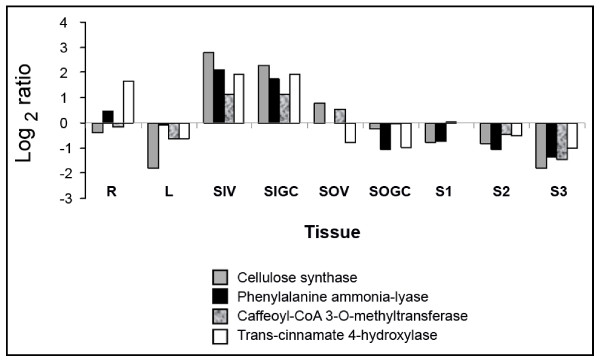
**Expression levels of 4 genes involved in secondary cell wall biosynthesis and wood formation**. Gene expression was calculated as log2ratio of the signal intensity in each tissue *vs*. The average of signal intensity across all analyzed tissues.

#### Differential gene expression between flax inner and outer stem tissues

In order to verify that our oligo-array platform could be used in future studies to provide biologically-relevant information about cell wall formation and fibre development in flax, we compared expression profiles between the heavily lignified inner stem tissues and the outer stem tissues enriched in weakly-lignified bast fibres at two different developmental stages.

The results (Additional files 1 and 2) showed that in vegetative stage samples, 203 genes were over-expressed in inner stem tissues as compared to outer stem tissues (cut-off: log2ratio (SIV/SOV) > 2), and 229 genes were over-expressed in outer stem tissues as compared to inner stem tissues. 

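Laccases and class III HD-Zip factors, which polymerize lignin and set xylem identity, stood on the inner side of the stem, and cuticle genes on the outer side. At the vegetative stage the median log2 ratio SIV/SOV was 2.34 for 16 laccases, 2.19 for 17 secondary wall glycosyltransferases and 1.80 for 10 HD-Zip contigs, each above all of 10000 random lists of like expression. The 42 cuticle and wax contigs had -1.27, below all random lists. In the same ratio 178 ribosomal RNA contigs had 0.47, above all random lists. Random lists draw contigs independently, whereas these 178 contigs share 72 accessions. Where members of a list vary together the random limits are too narrow, so a place beyond them is no test. Of all contigs, 350 were higher in the inner stem by a log2 ratio above 2 and 466 were lower, of which 229 and 297 passed the limit in each of the 4 pairings of hybridizations. The subtilisin-like protease c3686 led with 4.59 (range 4.51 to 4.67) among contigs with a protein match, and the wax synthesis protein WAX2 (c822) was lowest with -5.14 (range -5.36 to -4.92). Of the contigs of Additional file 1, a list the study chose on these samples and thus no independent evidence, all but 1 of 203 higher and 225 of 229 lower contigs passed the same limit. With 1 contig per protein accession, 341 contigs passed in both directions together, and 1 RNA per tissue leaves these counts without a biological replicate.

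**Figure D3:**
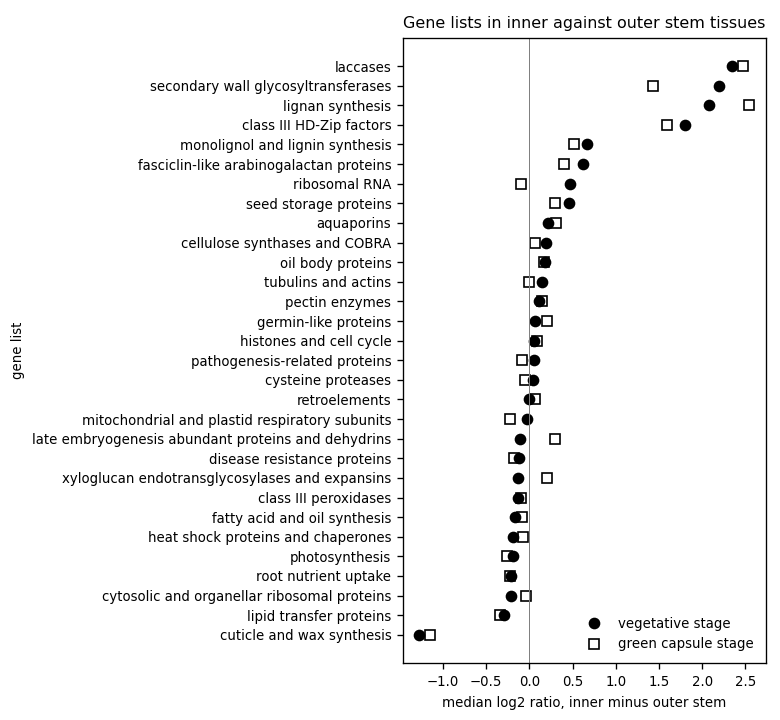
Median log2 ratio of inner to outer stem for 30 gene lists at the vegetative and at the green capsule stage, 1 point per list and stage. Laccases, secondary wall glycosyltransferases and HD-Zip factors lie among the highest and cuticle and wax synthesis lowest at both stages.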

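Among wall genes on the inner side were the glycosyltransferase of family 47 c3061 with a log2 ratio of 4.35 (range 4.15 to 4.56) and the mannan-degrading enzyme c2876 with 4.47 (range 4.26 to 4.68), both acting on wall polysaccharides. For xylem identity, the HD-Zip III factors c30192, c18672, c3895 and c12011 had 2.8, 2.56, 2.53 and 2.1. Over both stages, limma found that 8 of 10 HD-Zip III contigs rose and 0 fell (8 rose and 0 fell adjusted over the list alone; camera, adjusted p over 30 lists = 1.6e-12, adjusted p = 0.413 with an estimated correlation). For the vegetative inner stem, the classes of Additional file 2, which the study made on these samples, hold 60 contigs. They include 4 for lignans and 3 for the cytoskeleton, and all 60 had a log2 ratio above 2 here. Their class names are those of the authors and no count by chance can be given for them.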

Examination of the 203 genes over-expressed in the inner stem tissues showed that 56 genes (28%) were potentially associated with cell wall formation and xylem identity. Of these differentially-expressed cell wall genes, 50% (28 genes) were associated with lignification and included both monolignol biosynthetic genes and laccases involved in the oxidative polymerisation of this phenolic polymer. Such an observation is in agreement with the fact that flax inner stem tissues, mainly composed of xylem, are much more heavily lignified than the outer tissues containing cellulose-rich bast fibes [34]. 

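Lignin genes higher in the inner stem included the laccases c3107 (4.27, range 3.98 to 4.56) and c3323 (3.84, range 3.5 to 4.19). On the side of monolignol synthesis were the ferulate 5-hydroxylase c772 (3.57, range 3.14 to 3.99) and the 4-coumarate ligase c8865 (2.8, range 2.45 to 3.15). In limma's fit over both stages, 10 of 16 laccases rose and 0 fell, by a median of 2.57 (11 rose and 0 fell adjusted over the list alone; camera, adjusted p over 30 lists = 7.55e-17, adjusted p = 0.413 with an estimated correlation). Of 79 monolignol contigs, 29 rose and 4 fell (31 rose and 4 fell adjusted over the list alone; camera, adjusted p over 30 lists = 1.17e-11, adjusted p = 0.413 with an estimated correlation), and the caffeic acid methyltransferase c4476 was among those lower in the inner stem with -2.67 (range -3.15 to -2.20). The class Lignin of Additional file 2, chosen on these samples, holds 28 contigs with a median of 2.75 (2.15 to 4.27).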

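Polysaccharide enzymes higher in the inner stem were the COBRA-like contigs c4754 (3.30, range 3.16 to 3.44) and c41437 (2.86, range 2.43 to 3.30), which guide cellulose deposition, and the cellulose synthase c2422 (2.54, range 2.12 to 2.96). The glycosyltransferase of family 8 c6820 had 3.37 (range 3.00 to 3.73). As lists, cellulose synthases and COBRA had a median of 0.19 at the vegetative and 0.07 at the green capsule stage, and a median of 0.10 with 9 contigs that rose against 1 that fell of 38 over both stages by limma (9 rose and 2 fell adjusted over the list alone; camera, adjusted p over 30 lists = 0.00542, adjusted p = 0.413 with an estimated correlation), while 10 of 17 secondary wall glycosyltransferase contigs rose and 0 fell. Pectin enzymes had 10 that rose and 2 that fell of 73, and xyloglucan endotransglycosylases and expansins 2 and 2 of 74 (3 rose and 4 fell adjusted over the list alone; camera, adjusted p over 30 lists = 0.335, adjusted p = 0.719 with an estimated correlation). In Additional file 2, whose classes rest on these samples, 9 polysaccharide contigs had a median of 3.37 and 6 remodelling contigs 3.38.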

Other cell-wall related genes coded for proteins involved in polysaccharide cell wall polymer synthesis and remodelling. In addition, 3 genes (C1109, C3396, C5556) coding for fasciclin-like arabinogalactan proteins (FLAs) were also over-expressed in inner tissues as compared to outer tissues. 

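The contigs c1109, c3396 and c5556 are each matched to the fasciclin-like arabinogalactan protein 11, a wall protein linked to secondary wall formation in other plants. At the vegetative stage they had log2 ratios of 3.16 (range 2.53 to 3.78), 2.92 (range 2.61 to 3.24) and 2.68 (range 2.32 to 3.04), and at the green capsule stage of 3.43, 3.27 and 3.39. In limma's fit over both stages c1109 rose by 3.29 (standard error 0.24, adjusted p = 0.000306). Of 27 fasciclin-like contigs 6 rose and 1 fell, with a median of 0.62 at the vegetative stage (6 rose and 1 fell adjusted over the list alone; camera, adjusted p over 30 lists = 0.000296, adjusted p = 0.413 with an estimated correlation).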

Interestingly, FLA genes are highly expressed in flax *outer *stem tissues, as well as in poplar tension wood where they have been hypothesized to be involved in the formation of cellulose-rich gelatinous fibres (g-fibres) [17,37,38]. Our observation (see below) that 3 other FLA genes (C2947, C3576, C5237) are more highly expressed in flax outer stem tissues when compared to inner stem tissues could suggest that these proteins play a role in secondary cell wall formation in both flax inner and outer stem tissues.

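On the outer side at the vegetative stage, c2947 had a log2 ratio of -3.43 (range -3.96 to -2.89), c3576 of -3.45 (range -3.91 to -3.0) and c5237 of -3.66 (range -3.70 to -3.61). Their best matches in the files are APG proline-rich proteins, of a lipase family, and not fasciclin-like proteins. At the green capsule stage the ratios were -2.50, -3.87 and -2.89. From the presence of such genes on both sides of the stem, the paper proposes that fasciclin-like proteins play a role in secondary wall formation in inner and outer tissues.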

Similar analyses (Additional files 1 and 2) of the 229 genes over-expressed in flax outer stem tissues when compared to inner stem tissues revealed that only 16 genes (7%) were associated with cell wall formation. In contrast, 25 genes were potentially associated with lipid and wax metabolism, 8 genes were related to photosynthesis and 8 genes were stress-related. These differences reflect the different physiological status of flax inner and outer stem tissues. For example, the high percentage of 'cell-wall-related' transcripts in inner stem tissues is associated with secondary xylem formation while the relative abundance of photosynthesis-related transcripts reflects the fact that outer stem tissues are green. Nevertheless, it is interesting to note that 6 genes (C1423, C6325, C353, C1410, C8886, C5052) over-expressed in outer stem tissues corresponded to Lipid Transfer Proteins (LTPs). 

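Some wall genes were on the outer side, peroxidases among them. A peroxidase (c1253) had a log2 ratio of -4.42 (range -4.64 to -4.21), and of 81 class III peroxidases 15 fell and 3 rose in inner against outer tissues over both stages by limma (3 rose and 16 fell adjusted over the list alone; camera, adjusted p over 30 lists = 0.0387, adjusted p = 0.413 with an estimated correlation, and adjusted p = 0.722 with 1 contig per protein accession). The median of the list was inside the random limits at both stages (-0.13 and -0.10). In the classes of Additional file 2, chosen on these samples, 6 lignin contigs had a median of -3.14, 4 polysaccharide contigs -2.81, 3 remodelling contigs -3.05, 3 wall assembly contigs -3.45 and 1 wall protein contig -2.11. Without a test, as for any list of the study, these medians state size only.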

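Wax and cuticle enzymes were among the larger differences on the outer side, with the ketoacyl-CoA synthases c29546 (-4.21, range -4.27 to -4.15) and c9204 (-4.03, range -4.56 to -3.49), which lengthen the fatty acids of waxes, and the acyltransferase GPAT4 (c4907, -4.10, range -4.58 to -3.62), which makes cutin precursors. Of 42 cuticle and wax contigs 22 fell and 0 rose in inner against outer tissues over both stages by limma (0 rose and 22 fell adjusted over the list alone; camera, adjusted p over 30 lists = 8.32e-17, adjusted p = 0.413 with an estimated correlation). Photosynthesis was lower in the inner stem by a smaller amount, with a median of -0.19 for 324 contigs at the vegetative stage, and over both stages a median of -0.21, with 11 that fell and 3 that rose by limma (3 rose and 13 fell adjusted over the list alone; camera, adjusted p over 30 lists = 0.000811, adjusted p = 0.413 with an estimated correlation). In this list the Rubisco activase c602 had -2.60 (range -2.80 to -2.40). The carbonic anhydrase c365, whose protein name is not among the words of the list, had -4.15 (range -4.24 to -4.05). In Additional file 2, chosen on these samples, 22 lipid and 3 cuticle contigs had medians of -3.33 and -3.79, 8 photosynthesis contigs -2.95 and 8 stress contigs -2.79. From these classes, the paper states that the differences reflect the physiological status of the tissues, with secondary xylem in the inner and green tissue in the outer stem.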

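The lipid transfer proteins c5052 and c6325, small secreted carriers of lipids, had log2 ratios of -4.29 (range -4.44 to -4.13) and -3.29 (range -3.68 to -2.90). Smaller ratios were those of c1423 (-2.70, range -3.12 to -2.27), c8886 (-2.30, range -2.56 to -2.03), c353 (-2.28, range -2.51 to -2.05) and c1410 (-2.25, range -2.48 to -2.03). Other members of the family were on the inner side, as c15362 (3.23, range 2.6 to 3.87) and c1446 (2.70, range 2.41 to 3.00). Of 46 lipid transfer contigs 15 fell and 6 rose in inner against outer tissues over both stages by limma (7 rose and 17 fell adjusted over the list alone; camera, adjusted p over 30 lists = 0.00221, adjusted p = 0.413 with an estimated correlation, and adjusted p = 0.661 with 1 contig per protein accession). The median ratio of the list at the vegetative stage was -0.30, and 0.09 with 1 contig per accession.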

LTPs have been previously associated with diverse aspects of cell wall development and formation and have also been shown to be more highly expressed in flax outer stem tissues [17,39]. Such an observation could suggest that such proteins might be associated with fibre maturation in flax. 

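In limma's fit of both stages, c3576 fell in inner against outer tissues by 3.66 (standard error 0.24, adjusted p = 0.000306), c5237 by 3.27 (standard error 0.27, adjusted p = 0.000393) and c2947 by 2.96 (standard error 0.28, adjusted p = 0.000696). Of the lipid transfer proteins, c5052 had -3.83 (limma, standard error 0.28, adjusted p = 0.000310), c6325 -3.65 (standard error 0.26, adjusted p = 0.000306), c1423 -2.59 (standard error 0.23, adjusted p = 0.000588), c8886 -2.39 (standard error 0.23, adjusted p = 0.000792) and c353 -2.16 (standard error 0.23, adjusted p = 0.00129). The lipid transfer protein c1410 had -1.34 (limma, standard error 0.38, adjusted p = 0.0971) and did not pass, and its ratio at the green capsule stage was -0.43. The fit treats vegetative and green capsule RNA as replicates, which leaves 4 samples for every contig.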

As indicated above, 3 FLAs (C2947, C3576, C5237) were also over-expressed in outer stem tissues as compared to inner stem tissues.

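The mannosidase c2876, the lignan enzyme c2534 and the laccase c3323 were high in the inner stem at the green capsule stage as well, with log2 ratios of 4.66 (range 4.18 to 5.14), 4.34 (range 4.10 to 4.59) and 4.12 (range 3.78 to 4.46). On the outer side the drug transporter c28676 (-4.31, range -4.53 to -4.09) and GPAT4 (c4907, -3.57, range -4.02 to -3.11) kept their place. Median ratios of the lists were 2.48 for laccases, 2.54 for lignan synthesis, 1.60 for HD-Zip III factors and -1.15 for cuticle and wax. With 1 contig per protein accession, the 9 lignan contigs become 7 and their median is 0.67, and at the vegetative stage 0.37 in place of 2.07. In number, 315 contigs were higher and 206 lower in the inner stem, and 203 of the higher ones were shared with the vegetative stage (2.3 by chance), as were 150 of the lower ones (2.00 by chance). Of the 979 contigs past the limit at either stage, 864 had the same sign at both, and 5 passed it in opposite directions. Over all contigs the ratios of the 2 stages had r = 0.544 and rho = 0.409, where contigs are not independent and no p is given. Of the study's own list, chosen on these samples, 137 of 142 higher and 87 of 103 lower contigs passed the limit.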

Comparison (Additional files 1 and 2) of inner and outer stem tissue expression profiles (cell-wall related genes) at the green capsule stage revealed a very similar differential expression pattern to that observed for the vegetative stage suggesting that little modification/evolution of inner and outer stem transcriptomes occurs between these two developmental stages. This was confirmed by the observation that only 3 cell-wall related genes (C25634, C2733, C11945) were up-regulated in inner stem tissues at the vegetative stage as compared to the green capsule stage, and no cell-wall related genes were up-regulated in inner stem tissues at the green capsule stage as compared to vegetative inner stem tissues. 

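Only a few wall genes set the inner stem of the vegetative stage apart from that of the green capsule stage, foremost the peroxidase c2733 with a log2 ratio of 4.70 (range 3.60 to 5.80). The blue copper protein c25634 had 2.04 (range 1.66 to 2.42) and the polygalacturonase c11945, which cuts pectin, 2.00 (range 1.38 to 2.62). Laccases as a list were higher at the vegetative stage by a median of 0.51, with no contig above 2, and monolignol contigs by 0.19. In all, 63 contigs were higher and 18 lower at the vegetative stage, 31 and 8 of them in each pairing of hybridizations, and r between the 2 inner stem samples was 0.952. Of these, 37 and 7 have a protein match, and no contig of the 30 lists was lower.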

In outer stem tissues, 8 cell wall genes (C31544, C37539, C6312, C59350, C6820, C44241, C5939, C51183) were more highly expressed at the vegetative stage as compared to the green capsule stage. Two of these genes (C44241, C5939) code for xyloglucan endotransglycosylase/hydroalses (XTHs), one gene (C6820) codes for a secondary cell wall associated glycosyltransferase and one gene for a FLA. 

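Lignin genes more abundant in the outer stem at the vegetative stage were the phenylalanine ammonia-lyase c31544 with a log2 ratio of 2.17 (range 1.85 to 2.50), the laccase c37539 with 2.15 (range 1.81 to 2.48) and the peroxidases c6312 with 2.56 (range 1.87 to 3.26) and c59350 with 2.09 (range 1.52 to 2.67). As a list, 79 monolignol contigs had a median of 0.25 at this comparison of stages. Over all contigs 155 were higher and 50 lower at the vegetative stage, 66 and 24 of them in each pairing of hybridizations. Among the largest ratios of contigs with a match were those of a 5S ribosomal RNA (c29138, 3.58) and of mitochondrial DNA (c40608, 2.84, and c44078, -3.34), and the ribosomal RNA list had a median of -0.56 here and 0.47 in SIV/SOV, so the SOV RNA stands apart. Additional file 1 lists the same 155 and 50 contigs.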

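The xyloglucan endotransglycosylases c44241 (2.22, range 2.01 to 2.43) and c5939 (2.09, range 1.54 to 2.65), which loosen and rejoin wall polymers, were higher in the vegetative outer stem. So were the glycosyltransferase c6820 (2.28, range 1.93 to 2.62) and the fasciclin-like contig c51183 (2.65, range 2.52 to 2.77). The whole list of 27 fasciclin-like contigs was higher by a median of 0.54, and by 0.22 with 1 contig per protein accession, inside the random limit of 0.28, and only 1 of the 27 passed the limit of 2. The 74 xyloglucan endotransglycosylase and expansin contigs were higher by a median of 0.22. The ribosomal RNA list had a median of -0.56 in the same comparison. Since 1 RNA stands for each stage, plants and stage cannot be told apart in these ratios.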

Since these 4 genes are implicated in cell wall remodelling and assembly events, such an observation could suggest that cell wall formation in outer stem tissues is more active at the vegetative stage as compared to the green capsule stage. 

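No contig of the lists for lignin, laccases, peroxidases, lignans, cellulose, glycosyltransferases, fasciclin-like proteins, xyloglucan enzymes or pectin was lower than -2 in the comparison of vegetative with green capsule outer stem. The 178 ribosomal RNA contigs had a median log2 ratio of -0.56, but also 0.47 in SIV/SOV, against -0.10 in SIGC/SOGC and -0.08 in the inner stem between stages, so the SOV RNA stands apart and a stage change cannot be read from it. Seed storage protein contigs had -0.32 (-0.16 with 1 contig per protein accession) and ribosomal proteins 0.28 (0.31). Of the 50 contigs more abundant at the green capsule stage, 21 have a protein match. From the wall genes higher in vegetative outer tissue, the paper proposes that wall formation is more active there at that stage.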

No cell wall genes were more highly expressed at the green capsule stage as compared to the vegetative stage.

The vegetative stage (7-8 weeks) corresponds to the fast-growth stage associated with the increase in plant height and fibre lengthening above the snap point, as well as fibre cell wall thickening below the snap point [40]. At the green capsule stage (10-11 weeks) fibres have stopped elongating and further fibre development is restricted to continued fibre cell wall thickening [40,41]. Our results would suggest that continued fibre thickening (as well as continued secondary xylem formation in flax inner stem tissues) is associated with continued expression of cell wall related genes.

Altogether these analyses confirm that our oligo-array platform represents a powerful tool for investigating cell wall development and fibre formation in flax stems. Our arrays should also prove extremely useful for investigating other interesting biological processes in flax such as oil and seed formation, disease resistance and tolerance to abiotic stress.

#### Differential gene expression in contrasting flax genotypes

We used our platform to see whether the flax microarrays were able to detect differentially-expressed genes between 2 contrasting flax genotypes - Drakkar and Belinka. Drakkar produces better quality fibres than the variety Belinka, as well as being more resistant to the fungal pathogen *Fusarium *http://www.lin-itl.com[42]. 

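Each cultivar has 3 RNA samples from separate plants in the field, lettered A to C, with 2 hybridizations each, which gives 12 arrays. The deposited log2 signals of these arrays have medians from 9.24 to 9.37, against 6.97 to 7.20 on the tissue arrays. They were therefore treated as normalized apart, and no test was made across the 2 sets. Random control probes lay between 6.08 and 6.54, and 43921 of 48021 contigs (91.5%) were above them on each of the 12 arrays. For a test, the hybridizations of an RNA were averaged and limma (lmFit and eBayes) compared 3 with 3 samples, with Benjamini-Hochberg adjustment over 48021 contigs. A contig was called at an adjusted p under 0.05 together with an absolute log2 ratio of at least 1. Lists of genes were tested with camera, with a preset correlation of 0.01 between genes and once more with an estimated correlation.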

RNA was isolated at the green capsule stage from outer stem tissues of field-grown flax plants and 3 biological and 2 technical repetitions were used for each variety. Following hybridization, the Log2ratio was calculated as the intensity signal of each gene in the Drakkar genotype *vs*. Belinka. The Pearson's correlation was > 0.99 for technical repetitions and > 0.97 for biological repetitions for both Belinka and Drakkar. 

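Pearson's r between the 2 hybridizations of an RNA ran from 0.985 to 0.993 with a median of 0.988 over 6 pairs and 48021 contigs, and 0.0125% to 0.510% of contigs differed by more than 2-fold. Between RNA samples of Drakkar, r was 0.977 (A and B), 0.986 (A and C) and 0.987 (B and C). In Belinka it was 0.987, 0.986 and 0.992 in the same order. For a single gene, the phenylalanine ammonia-lyase contig c59528 had 11.15 ± 0.41 (SD, n = 3) in Drakkar and 9.59 ± 0.32 (SD, n = 3) in Belinka.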

A total of 428 up-regulated genes and 367 down-regulated genes were found. 

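The largest differences belong to contigs without a description. Among those with one, the chaperone dnaJ 20 (c15034) rose in Drakkar against Belinka by 5.12 (limma, standard error 0.16, adjusted p = 5.32e-09) and a pentatricopeptide protein (c15456) by 4.70 (standard error 0.21, adjusted p = 1.08e-07). In the other direction, c4230, a protein without a known function, fell by 4.52 (limma, standard error 0.15, adjusted p = 7.08e-09). The BURP domain protein c6610, of a family of wall-associated proteins, fell by 3.82 (limma, standard error 0.23, adjusted p = 1.38e-06) and the proteasome subunit c9012 by 3.13 (standard error 0.18, adjusted p = 7.34e-07). Of 48021 contigs tested with limma, 409 rose and 360 fell. A protein match is given for 254 of these 769 contigs (33.0%). With the log2 limit alone and no test, 428 were higher and 367 lower, and 269 of them had a match. All 269 contigs of Additional file 3, which the study chose on these samples, had the same direction here, and 254 passed the test. The layout of the field is not given in the sources used here, so cultivar and plot cannot be told apart.

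**Figure D4:**
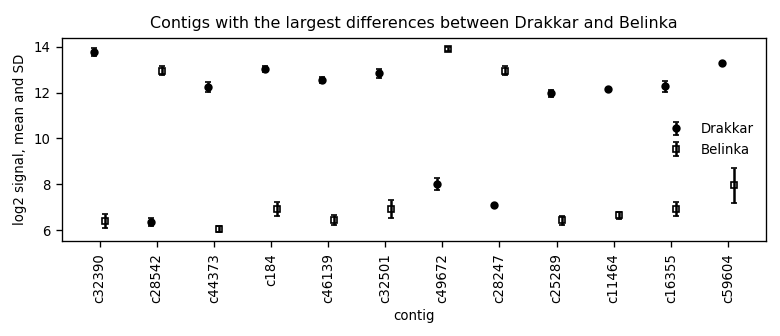
Mean log2 signal with SD over 3 RNA samples in Drakkar and in Belinka for 12 contigs with the largest differences. Each cultivar has 1 point per contig.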

Only 269 genes were annotated or associated with a known biological function. (Additional files 3 and 4).

Since the 2 genotypes show differences in fibre quality and pathogen resistance, we focused our attention on those differentially-expressed genes associated with cell wall biosynthesis and response to biotic stimuli. Fibre quality in flax is associated with both the structure of the cellulose-rich secondary cell wall and the architecture (length, diameter) of individual fibres [16,34,43]. The observation (Figure 7A) that 10 cell-wall related genes were up-regulated in Drakkar, as compared to Belinka is therefore extremely interesting. These genes include 1 gene (*cellulose synthase catalytic subunit *- c1532) involved in cellulose biosynthesis, 3 genes (*xylose synthase *- c59577; *secondary cell wall-related glycosyltransferase family 47 *- c9188; *secondary wall-associated glycosyltransferase family 8 D *- c7526) involved in secondary cell wall hemicellulose synthesis, 3 genes (*phenylalanine amonnia lyase *- c59528; *caffeic acid o-methyltransferase *- c629; *coniferyl alcohol 9-O-methyltransferase *(c26370), involved in phenylpropanoid/lignin biosynthesis, 1 gene (*xyloglucan endo-transglycosylase *- c5939) involved in cell wall expansion, 1 gene (*cell wall apoplastic invertase *- c7453) involved in sucrose partitioning [44], and 1 gene (*fasciclin-like AGP 2 *- c51183) that has previously been associated with both flax fibre formation [45] and G-fibre formation in tree reaction wood [46,47]. 

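Phenylalanine ammonia-lyase (c59528) rose most among the wall genes drawn in Figure 7A, by 1.56 (limma, standard error 0.22, adjusted p = 0.00141). Of these 11 genes, a choice the study made on these samples, 8 rose and 1 fell by limma, with log2 differences of the raised ones from 1.01 to 1.56. Over whole lists, the median difference was 0.37 for 17 secondary wall glycosyltransferase contigs (camera, adjusted p over 30 lists = 0.000852, adjusted p = 0.298 with an estimated correlation) and 0.30 for 27 fasciclin-like contigs (camera, adjusted p over 30 lists = 4.15e-05, adjusted p = 0.20 with an estimated correlation). Monolignol synthesis had 3 that rose and 0 that fell of 79 (3 rose and 0 fell adjusted over the list alone; camera, adjusted p over 30 lists = 0.0379, adjusted p = 0.652 with an estimated correlation, and adjusted p = 0.143 with 1 contig per protein accession), namely c59528, the ferulate 5-hydroxylase c2179 with 1.32 and the caffeic acid methyltransferase c629 with 1.01. By camera at the preset correlation, 16 of 30 lists passed between the cultivars, 15 of them higher in Drakkar. They include ribosomal proteins (camera, adjusted p = 1.14e-05), oil body proteins (camera, adjusted p = 0.000852) and aquaporins (camera, adjusted p = 0.026). A higher list median in Drakkar is therefore not particular to wall or defence genes. No list keeps an adjusted p under 0.05 with an estimated correlation, in this comparison or in those of seeds and stem tissues. In the stem fit that setting rests on 1 residual degree of freedom and many lists share the value 0.413, so it cannot decide there.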

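Cellulose synthase (c1532) rose by 1.2 (limma, standard error 0.24, adjusted p = 0.0153) in Drakkar. Among genes for hemicellulose, the xylose synthase c59577 rose by 1.03 (limma, standard error 0.18, adjusted p = 0.00609), the glycosyltransferase c9188 by 1.04 (standard error 0.22, adjusted p = 0.0193) and c7526 by 1.13 (standard error 0.22, adjusted p = 0.0114). For phenylpropanoids, the methyltransferases c629 and c26370 rose by 1.01 (limma, standard error 0.21, adjusted p = 0.0169) and 1.13 (standard error 0.21, adjusted p = 0.00842). The fasciclin-like contig c51183 rose by 1.08 (limma, standard error 0.25, adjusted p = 0.0307). An endotransglycosylase (c5939) and the invertase c7453, which splits sucrose in the wall, had 1.06 (limma, standard error 0.35, adjusted p = 0.125) and 1.24 (standard error 0.40, adjusted p = 0.122), and did not pass.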

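An enzyme that cuts and rejoins xyloglucan (XTH-25, c33660) fell in Drakkar against Belinka by 1.63 (limma, standard error 0.14, adjusted p = 3.23e-05). Its log2 signals were 7.70 ± 0.09 (SD, n = 3) in Drakkar and 9.33 ± 0.17 (SD, n = 3) in Belinka. Of 74 contigs for xyloglucan endotransglycosylases and expansins, 0 rose and 1 fell (0 rose and 1 fell adjusted over the list alone), while the median of the list was 0.15, higher in Drakkar (camera, adjusted p over 30 lists = 0.00184, adjusted p = 0.579 with an estimated correlation).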

Only 1 cell wall related gene (*xyloglucan endotransglucosylase hydrolase *- c33660) associated with wall remodeling events was up-regulated in Belinka as compared with Drakkar. The up-regulation of these genes could suggest that cell wall biosynthesis is more dynamic in the Drakkar variety and is possibly related to the different fibre quality characteristic of this variety. However, further functional validation is obviously necessary before confirming such hypotheses.

**Figure 7:**
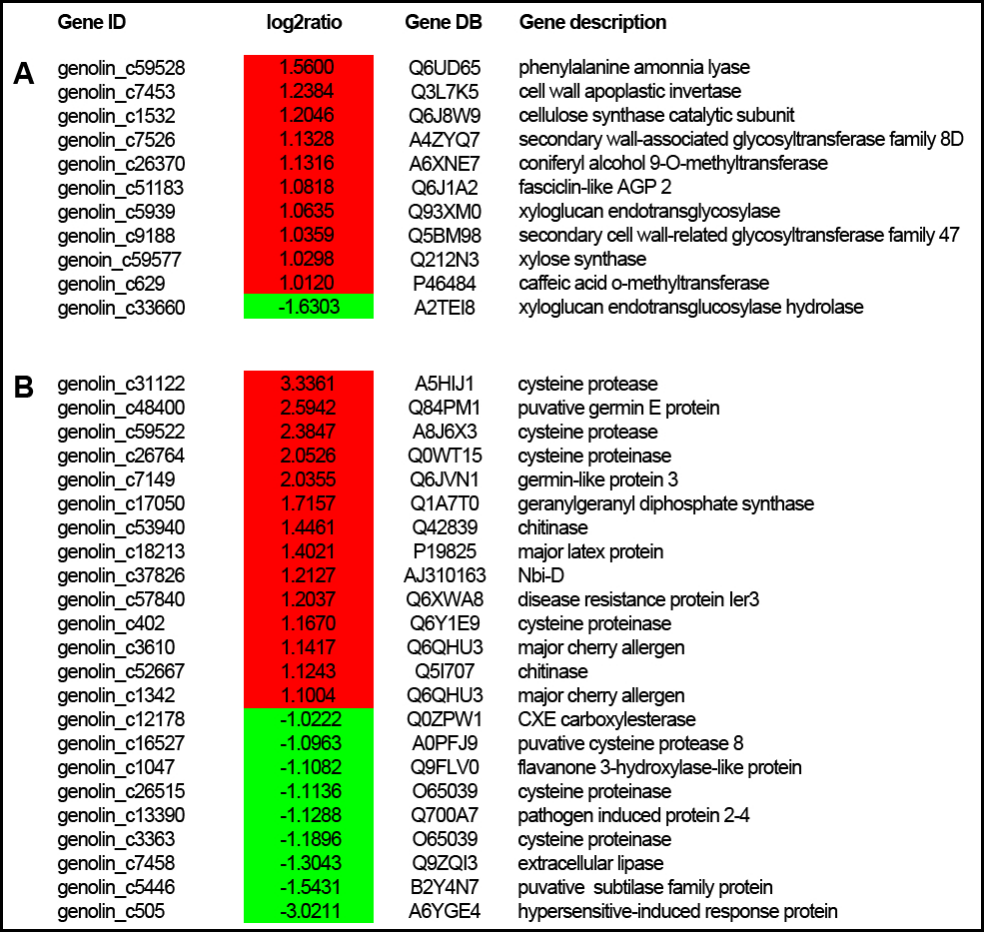
**Differentially expressed genes in two cultivars, Drakkar and Belinka**. Differences concern genes involved in cell wall biosynthesis (A) and response to biotic stimuli (B). Log2ratio were calculated as intensity signal in Drakkar *vs*. Belinka. Values for up-regulated genes are represented in red and those for down-regulated genes in green colour.

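Chitinase (c53940), which attacks fungal walls, rose in Drakkar by 1.45 (limma, standard error 0.23, adjusted p = 0.00390) and the major latex protein c18213 by 1.40 (standard error 0.16, adjusted p = 0.000257). The subtilase c5446 fell by 1.54 (limma, standard error 0.14, adjusted p = 5.21e-05) and the lipase c7458 by 1.30 (standard error 0.19, adjusted p = 0.00200). Of the 23 genes drawn in Figure 7B, chosen by the study on these samples, 14 rose and 7 fell by limma. Those that did not pass were the cysteine protease c16527 (-1.1, limma, standard error 0.31, adjusted p = 0.0731) and the vignain c26515 (-1.11, standard error 0.37, adjusted p = 0.126). Of the 129 contigs for pathogenesis-related proteins 6 rose and 0 fell (6 rose and 0 fell adjusted over the list alone; camera, adjusted p over 30 lists = 4.15e-05, adjusted p = 0.640 with an estimated correlation), and of 52 disease resistance contigs 2 rose and 0 fell (2 rose and 0 fell adjusted over the list alone; camera, adjusted p over 30 lists = 0.552, adjusted p = 0.673 with an estimated correlation).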

A total of 14 genes involved in biotic stress response were up-regulated in Drakkar as compared with Belinka, while 9 genes were up-regulated in Belinka as compared with Drakkar (Figure 7B). 

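The cysteine protease c31122 rose most among the defence genes drawn in Figure 7B, by 3.34 (limma, standard error 0.18, adjusted p = 4.5e-07), with log2 signals of 9.68 ± 0.37 (SD, n = 3) in Drakkar and 6.34 ± 0.02 (SD, n = 3) in Belinka. Others of this family rose by 2.38 (limma, standard error 0.19, adjusted p = 1.39e-05) for c59522, 2.05 (standard error 0.31, adjusted p = 0.00263) for c26764 and 1.17 (standard error 0.16, adjusted p = 0.00155) for c402. Of 51 cysteine protease contigs 4 rose and 0 fell, while the median of the list was -0.01 (4 rose and 1 fell adjusted over the list alone; camera, adjusted p over 30 lists = 0.484, adjusted p = 0.673 with an estimated correlation), so the difference lies in single members.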

Interestingly, 4 of the most up-regulated genes (c31122, c59522, c26764, c402) in Drakkar code for cysteine proteases known to play an important role in programmed cell death (PCD) associated with the hypersensitive response (HR) [48,49]. 

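The germin E contig c48400, of a family that can release hydrogen peroxide in the wall, rose by 2.59 (limma, standard error 0.49, adjusted p = 0.0106) in Drakkar, and the germin-like protein 3 contig c7149 by 2.04 (standard error 0.20, adjusted p = 0.000103). Their log2 signals were 9.75 ± 1.30 (SD, n = 3) in Drakkar and 7.16 ± 0.48 (SD, n = 3) in Belinka for the first, and 8.50 ± 0.45 (SD, n = 3) in Drakkar and 6.46 ± 0.14 (SD, n = 3) in Belinka for the second. Of 20 germin-like contigs 2 rose and 0 fell (2 rose and 0 fell adjusted over the list alone; camera, adjusted p over 30 lists = 0.00184, adjusted p = 0.652 with an estimated correlation).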

Two other highly up-regulated genes (c7149 and c48400) encode germin-like proteins potentially associated with ROS production and cell-wall cross-linking in defense [50]. 

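The resistance gene contig c37826 rose by 1.21 (limma, standard error 0.17, adjusted p = 0.00154) in Drakkar. A second resistance protein, Ler3 (c57840), rose by 1.2 (limma, standard error 0.17, adjusted p = 0.00128). Signals of c37826 were 10.08 ± 0.23 (SD, n = 3) in Drakkar and 8.86 ± 0.25 (SD, n = 3) in Belinka.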

One up-regulated gene (*Nbi-D - *c37826) has been previously shown to be involved in flax resistance to rust (*Melampsora lini*) [51]. In Belinka, the most highly up-regulated gene (c505) as compared to Drakkar correspond to a hypersensitive-induced response protein.

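The hypersensitive-induced response protein c505 fell in Drakkar against Belinka by 3.02 (limma, standard error 0.16, adjusted p = 4.35e-07). Its log2 signals were 7.83 ± 0.21 (SD, n = 3) in Drakkar and 10.85 ± 0.20 (SD, n = 3) in Belinka, so that it was well above the random control probes in Belinka. From the wall genes raised in Drakkar, the paper proposes that wall biosynthesis is more dynamic in this cultivar, and from the cultivar results together that the platform detects differences relevant to the biology of the cultivars. An association with fibre quality or resistance was not analysed here, as neither was measured on these plants.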

Overall, these results would suggest that our flax microarray platform is capable of detecting biologically-relevant differential gene expression between contrasted flax varieties. As such, our microarrays represent a powerful tool for identifying candidate genes potentially associated with quality-related polymorphism and therefore represent a valuable contribution to molecular-based plant improvement programs.

## Conclusion

We have developed a powerful and robust high-density oligo-microarray platform for transcriptomics in flax. High correlations were consistently obtained with technical repetitions on a wide range of different samples and results were cross-validated using an independent method (qRT-PCR). The platform is capable of high discrimination and can provide biologically-useful information on specific gene expression profiles of different flax tissues, and developmental stages. Initial studies also enabled the identification of specifically-expressed cell wall- and defence-related genes in 2 different flax varieties showing contrasting fibre quality and resistance towards a fungal pathogen. These results indicate that our microarray platform can make a useful contribution towards understanding the genetic basis of plant quality in flax.

## Methods

### Plant material and tissue collection

*Linum usitatissimum *(Barbara an oil-seed cultivar and Hermes a fibre cultivar)[42] plants were grown in a growth chamber (light/night cycles 16 h (22°C)/8 h (19°C), 50% humidity and light intensity of 400 μE s^-1 ^m^-2^). Individual flowers (Barbara) were tagged at anthesis. The developing seeds of Barbara were collected at 10-15, 20-30 and 40-50 Days After Flowering (DAF), immediately flash-frozen in liquid nitrogen and stored at -80°C until used for experiments. 15 cm-long stem samples were recovered from plants (Hermes) harvested at two different developmental stages: (1) vegetative and (2) green capsule. The outer fibre-bearing tissues were peeled off and inner tissues (xylem) cut into short fragments before both tissues were frozen in liquid nitrogen. Leave samples (Hermes) were collected at vegetative stage, immediately frozen in liquid nitrogen and stored at -80°C. For root samples, plants (Hermes) were grown in a mixture of sand and vermiculites in a growth chamber (light/night cycles 16 h (22°C)/8 h (19°C), 50% humidity and light intensity of 150 μE s^-1 ^m^-2^) for 10 days. Roots were rinsed in cold water (4°C) and the extremity of each root was cut off, frozen in liquid nitrogen, and stored at -80°C.

### RNA extraction

Total RNA was isolated from the collected tissues. 100 mg of frozen seed samples were ground in liquid nitrogen and polyphenols and polysaccharides were precipitated [52] prior to RNA extraction by hot phenol, modified after Verwoerd et al. [53]. 100 mg of frozen stem/root/leaf tissues were ground in liquid nitrogen using the Trizol method (Invitrogen, Carlsbad, CA). Total RNAs were purified using the RNeasy Plant kit (Qiagen) according to the manufacturer's instructions. The genomic DNA was eliminated after treatment with Dnase I for 20 min at 37°C using the DNA-free kit (Ambion, Austin, TX, USA). RNA was checked for purity and degradation by capillary electrophoresis using the Bio-Analyzer Experion (Bio-Rad; RNA Standard Sens kit; RNA StdSens chips). RNA concentration was also determined by spectrometry and only RNAs with an OD260:OD280 ratio of > 1.8 and no discernable degradation were used in PCR-based experiments.

### 454 Sequencing and Bioinformatics

454 GS FLX technology was used to sequence 9 different RNA samples extracted from 2 distinct flax genotypes and different tissues/developmental stages (Table 1). Individual libraries were prepared for each sample using the MID bar-coding system from Roche. Four separate half GS FLX runs were performed (2 total runs) on 4 cDNA library pools: 1) leaf and root; 2) 3 seed developmental stages; 3) Internal/external stem samples, vegetative stage; 4) internal/external stem samples, green capsule stage. Raw data was generated as Sff files. The Sff_extract tool http://bioinf.comav.upv.es/sff_extract/index.html was used to extract reads, qualities and A and B adaptor positions for each sample. A specific search for SMART forward and reverse primers was performed on all reads using cross_match utility.

### Assembly and annotation

Reads from each genotype were identified, and a *de novo *assembly of all reads/samples was performed using the MIRA tool (development version number 2.9.29 × 4). Parameters used were the default ones plus: -job = denovo, est, normal, 454 -GE:not = 8 -GE:kcim = on - LR:mxti = yes -SB:lsd = on -CL:mbc = on. By default, reads smaller than 40 bp are excluded by MIRA. Reads and contigs were then stored in an EST2uni database for data and annotation management.

### Microarray design and oligo synthesis

A total of 384,168 oligonucleotides (25-mers long) were designed and used to construct high-density flax microarrays based on the Nimblegen 385K design format (Nimblegen Systems, Inc., Madison, WI, USA). This design enabled an elevated number (8) of distinct oligos to be used for each of the 48,021 contigs selected from the overall total of 59,000 contigs obtained by assembling the GS FLX sequences. Technical specifications and design files of this new platform for high-throughput analysis of gene expression in flax are publicly available on the GEO website under accession number GPL10419.

### cDNA synthesis, labeling and hybridization

Double-stranded cDNA (ds-cDNA) was synthesized from 10 μg of total RNA using an Invitrogen SuperScript ds-cDNA synthesis kit in the presence of 250 ng random hexamer primers. ds-cDNA was cleaned and labeled in accordance with the Nimblegen Gene Expression Analysis protocol (Nimblegen Systems, Inc., Madison, WI, USA). Briefly, ds-cDNA was incubated with 4 μg RNase A (Promega) at 37°C for 10 min and cleaned using phenol:chloroform:isoamyl alcohol, followed by ice-cold absolute ethanol precipitation. For Cy3 labeling of cDNA, the Nimblegen One-Color DNA labeling kit was used according to the manufacturer's guideline detailed in the Gene Expression Analysis protocol (Nimblegen Systems, Inc., Madison, WI, USA). One μg ds-cDNA was incubated for 10 min at 98°C with 2 OD of Cy3-9mer primer. Then, 100 pmol of deoxynucleoside triphosphates and 100U of the Klenow fragment (New England Biolabs, Ipswich, MA, USA) were added and the mix incubated at 37°C for 2h30. The reaction was stopped by adding 0.1 volume of 0.5 M EDTA, and the labeled ds-cDNA was purified by isopropanol/ethanol precipitation. Microarrays were hybridized at 38°C during 16 to 18 h with 6 μg of Cy3 labelled ds-cDNA in Nimblegen hybridization buffer/hybridization component A in a hybridization chamber (Hybridization System - Nimblegen Systems, Inc., Madison, WI, USA). Following hybridization, washing was performed using the Nimblegen Wash Buffer kit (Nimblegen Systems, Inc., Madison, WI, USA).

### Data Analysis

Slides were scanned at 5 μm/pixel resolution using an Axon GenePix 4000 B scanner (Molecular Devices Corporation, Sunnyvale, CA, USA) piloted by GenePix Pro 6.0 software (Axon). Scanned images (TIFF format) were then imported into NimbleScan software (Nimblegen Systems, Inc., Madison, WI, USA) for grid alignment and expression data analyses. Expression data were normalized through quantile normalization [54] and the Robust Multichip Average (RMA) algorithm [55] included in the NimbleScan software. Identification of genes displaying a change in expression over repetitions was accomplished with a script utilizing library functions in R with a false discovery rate (FDR) of less than 5%. The SAM [56] was used to identify differentially expressed genes over different conditions and log2(ratio) ≥ 1 and ≤ -1 were used for filtering gene expression profiles. Analysis was completed with the PCA module of the J-express program [57]. Functional annotation of differentially-expressed genes was based on Gene Ontology http://www.geneontology.org/. All the microarray data have been submitted to the Gene Expression Omnibus (GEO) database http://www.ncbi.nlm.nih.gov/geo with the accession number GSE21868.

### Quantitative reverse transcriptase-PCR (qRT-PCR) analysis

#### cDNA Synthesis

5 μg aliquots of total RNA were treated with DNaseI using a TURBO DNA*-free *Kit (Ambion) according to the manufacturer's instructions, then first-strand cDNA was synthesized using M-MuLV RNase H^- ^reverse transcriptase (Finnzymes) with 2.5 μg of random hexamers and 500 ng of oligo(dT)12 according to the manufacturer's instructions. The reaction was stopped by incubation at 70°C for 10 min, and the reaction mixture treated with RNaseH (BioLabs) according to the manufacturer's instructions before dilution with 600 μL of sterile de-ionized water.

#### qRT-PCR Experiment Design

Transcript levels were assessed by qRT-PCR, in assays with triplicate reaction mixtures (final volume, 20 μL) containing 5 μL of cDNA, 0.5 μM of both forward and reverse primers, and 1X DyNamo Capillary SYBR Green qRT-PCR mix (Finnzymes). qRT-PCR experiments used a balanced randomized block design, as recently advised [58]. A LightCycler (Roche) was used to acquire the CT values for each sample. The following standard protocol was applied for all amplifications: 10 min at 95°C, followed by 45 cycles of 10 s at 95°C, 15 s at 60°C, and 15 s at 72°C. A melting curve analysis was added to each PCR program and the size of PCR products was assessed by electrophoresis in agarose gels. The primer sequences used for all target genes are presented in Additional file 5.

Relative standard curves describing the PCR efficiencies (E) for each primer pair were generated for each amplicon according to Larionov et al. [59]. Normalization of qRT-PCR was performed using reference genes (R) according to Gutierrez et al. [60]. Twelve genes (Additional file 5) were chosen for their stability across the set of microarray experiments previously shown in this paper. Their expression was assessed by qRT-PCR, and they were ranked according to their stability of expression using geNorm software [61]. The_*c3168 *(lcl|genolin_c3168 628 nt) and *c10916 *(lcl|genolin_c10916 813 nt) genes were the most stably expressed ones among the 12 tested and, thus, were used to normalize the qRT-PCR data. The normalized expression patterns obtained using both reference genes were similar, so only the data normalized with *c10916 (*highly similar to a Dehydrodolichyl diphosphate synthase 6 of *Arabidopsis thaliana*) are shown in this article. Gene expression was calculated using CT and E values with the formula, E_T_^(CT^_tissueA_^-CT^_tissueB_^)^/E_R_(^(CT^_tissueA_^-CT^_tissueB_^)^, where (T) is the target gene and (R) the reference gene, (tissueA) is related to cDNA from the tissue showing the lowest expression and (tissueB) from the tissue showing the highest expression. All qRT-PCR results represent means as calculated from the three technical replicates [58].

## Authors' contributions

BT conceived and designed the project. BT and RT grew flax plants and provided samples. BT and BC characterized the biological materials. NR and JD managed the 454 sequencing, data assembly, conceived and constructed the database and oligo design. AL, SF and OW performed microarrays experiments. LG validated array data with qRT-PCR. SH managed manuscript preparation. All listed authors edited the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Analyses of differential gene expression between stem inner tissues and stem outer tissues sampled at vegetative and green capsule stages**. Lists of differentially expressed genes and GO analyses (biological processes) for i) stem inner vegetative (SIV) vs stem outer vegetative (SOV), ii) stem inner green capsule (SIGC) vs stem outer green capsule (SOGC), iii) stem inner vegetative (SIV) vs stem inner green capsule (SIGC), iv) stem outer vegetative (SOV) vs stem outer green capsule (SOGC). Click here for file

Additional file 2 **Analyses of differential gene expression (selected functional groups) between stem inner tissues and stem outer tissues sampled at vegetative and green capsule stages**. Lists of differentially expressed genes (selected functional groups only) for i) stem inner vegetative (SIV) vs stem outer vegetative (SOV), ii) stem inner green capsule (SIGC) vs stem outer green capsule (SOGC), iii) stem inner vegetative (SIV) vs stem inner green capsule (SIGC), iv) stem outer vegetative (SOV) vs stem outer green capsule (SOGC). Lists of differentially expressed genes and GO analyses (biological processes) for i) stem inner vegetative (SIV) vs stem outer vegetative (SOV), ii) stem inner green capsule (SIGC) vs stem outer green capsule (SOGC), iii) stem inner vegetative (SIV) vs stem inner green capsule (SIGC), iv) stem outer vegetative (SOV) vs stem outer green capsule (SOGC). Click here for file

Additional file 3 **Differentially expressed genes between Drakkar and Belinka flax cultivars**. List of differentially expressed genes between Drakkar and Belinka flax cultivars. Values for up-regulated genes are represented in red and those for down-regulated genes in green colour. Click here for file

Additional file 4 **Number of differentially expressed genes between Drakkar and Belinka flax cultivars represented as GO biological process**. Drakkar specifically expressed genes are represented as dark columns and those of Belinka as clear columns. Click here for file

Additional file 5 **Primer sequences used in qRT-PCR analyses**. Sequences of primers used for quantifying target genes by qRT-PCR (Table 1) and Sequences of primers for putative reference genes tested by geNorm (Table 2). Click here for file

# Supplementary material for: Development and validation of a flax (Linum usitatissimum L.) gene expression oligo microarray
**Source:** BMC Genomics. 2010 Oct 21;11:592. doi: 10.1186/1471-2164-11-592
**Supplement:** Additional file 4 — Number of differentially expressed genes between Drakkar and Belinka flax cultivars represented as GO biological process. Drakkar specifically expressed genes are represented as dark columns and those of Belinka as clear columns.

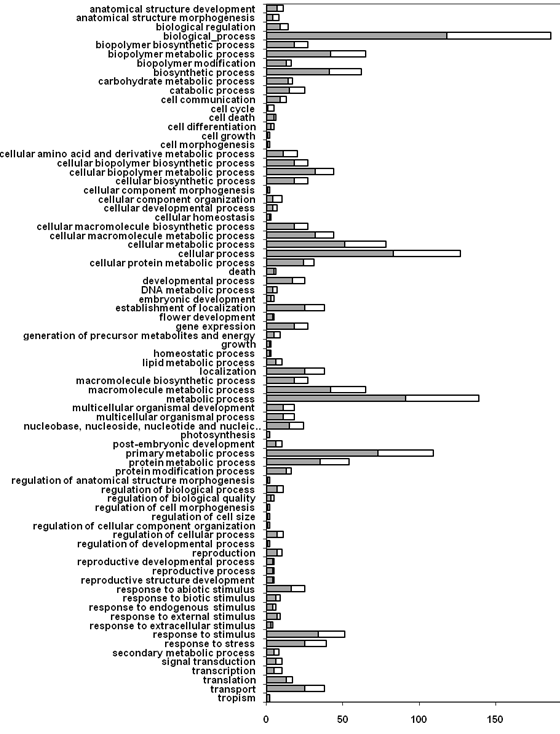

**Supplementary data file 3**. Number of differentially expressed genes between Drakkar and Belinka flax cultivars represented as GO biological process. Drakkar specifically expressed genes are represented as dark columns and those of Belinka as clear columns.

# Supplementary material for: Development and validation of a flax (Linum usitatissimum L.) gene expression oligo microarray
**Source:** BMC Genomics. 2010 Oct 21;11:592. doi: 10.1186/1471-2164-11-592
**Supplement:** Additional file 5 — Primer sequences used in qRT-PCR analyses. Sequences of primers used for quantifying target genes by qRT-PCR (Table 1) and Sequences of primers for putative reference genes tested by geNorm (Table 2).

| **Table 1: Sequences of primers used for quantifying target genes by qRT-PCR** | | | | |  |
| --- | --- | --- | --- | --- | --- |
| **Amplicon name** | | **Forward Primer** | | **Reverse Primer** | |
| c20715 | | CCCTTTTGCAAATGATGGTC | | CATCAGTCTCGACGAGGTCA | |
| c2491 | | GTTGTCCCGAAACGGAGTTA | | CGTGGACCAAGCTAGGGTTA | |
| c602 | | GGCCTCCGACATAATCAAGA | | CGTTGACCATCTGGTTGTTG | |
| c21991 | | TTCCGGTGGATTTCAGTGAT | | TTTCGCGATACCTTTCCTTG | |
| c24118 | | TATGCGTTCATTGGGACAGA | | AGGAACTCCGGGAAATCAAT | |
| c9380 | | TGCTGGACTGTTCAATTTCG | | ACGGCAATGAATGACTGTGA | |
| c2533 | | GGGAGTTGTTGCAGGTGTTT | | ACGGGTAGAGATGGACGATG | |
| c3323 | | CAAACCACAAACGCCCTACT | | CGGAGAGAAGGGAGGGATAC | |
| c4370 | | TATCCGACGACGCTAAATCC | | CCTCGGTAGCAATTGGGTTA | |
| **Table 2: Sequences of primers for putative reference genes tested by geNorm** | | | | |  |
| **Amplicon name** | **Forward Primer** | | **Reverse Primer** | |  |
| s_c3168 | GACTCGTTCCTGAGGTCTGC | | CCATCACACCCACAGTTCAG | |  |
| s_c7348 | TGGTATTCTGCCTTCCTTGG | | CCAGGACTTAGCTCGTCCAC | |  |
| c1016 | ACATGGCCATTGTGCATAGA | | TGGTCTCGAAAGCATCTTCA | |  |
| c10026 | GGGCTGCACATATCGAGTTT | | CGATTGTCGAGTGAAAACGA | |  |
| c10679 | AACAGCTCGCCAGGGTACTA | | ATCCGATGATACGGACGAAG | |  |
| c10916 | GTGGCTCCTGATCCAGACAT | | CAACATGCCACAGACCAATC | |  |
| c11712 | CTCTCTCGGAACTGGAGGTG | | GCGATTTCAGCAACAACTCA | |  |
| c11721 | CAAGGAACGAGCTGAAAACC | | TTCACGGAATCCGACTTTTC | |  |
| c12095 | CTGGTCAGCTGCATCAGGTA | | TGTTTCTGGTTCGTCATCCA | |  |
| c12179 | GGCTTCAGCAGAAAGTTTGG | | ACCTCTTTGGCATCCTTCCT | |  |
| c13139 | ATTACGGACGGACTTCGAGA | | GGTGGTGTTCTTGGACGAGT | |  |
| c13148 | GGCGAAGGAGAAAAGTGATG | | TTCCTCCTTTCCATGACACC | |  |

How the deposited data were processed for this re-analysis (not part of the article)

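Signals were measured on 30 arrays of 48021 contigs in 2 sets. The tissue set has 18 arrays, with 2 hybridizations of 1 RNA for roots, leaves, outer and inner stem at the vegetative stage, outer and inner stem at the green capsule stage, and seeds of 3 ages. The cultivar set has 12 arrays, with 3 biological repetitions of outer stem from Drakkar and from Belinka and 2 hybridizations of each.

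The authors scanned the arrays, extracted the signals, applied quantile normalization and summarized the probes of each contig by RMA in NimbleScan, and the deposited values are log2 signals. The table of the series holds the same log2 values as the deposited files of the single arrays, with a largest difference of 0. The tissue and cultivar arrays have medians near 7.10 and 9.32, so they were treated as normalized apart and no test was made across them. Log2 values were not transformed again here. Precision on an array is set by the signal over the random control probes, which were exceeded by 77.2% to 98.2% of contigs on tissue arrays and by 96.0% to 98.5% on cultivar arrays.

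The conditions of the arrays were taken from their labels and from the paper. The 2 hybridizations of an RNA were averaged before any comparison. Ratios between single tissues have no test, since each tissue is 1 RNA. They were counted at an absolute mean log2 ratio above 2, with the lowest and highest ratio of the 4 pairings of hybridizations as their range. Organ-specific contigs had a margin of at least 1 between the lowest array of an organ and the highest array of the others. Tests were made with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) for Drakkar against Belinka (3 against 3 samples), for seeds against the other organs (3 against 6) and for inner against outer stem with the stage as covariate (4 samples). Calls needed a Benjamini-Hochberg adjusted p under 0.05 over 48021 contigs and an absolute log2 difference of at least 1. Principal components were computed from the 9 tissue means with each contig centred. Correlations with qRT-PCR were tested by exact permutation. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

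Gene lists were made from words in the protein descriptions, 30 in number, and a list can hold a neighbour of its class, as laccase-4 (c3107) in the list of secondary wall glycosyltransferases. Lists were tested with camera at a preset correlation of 0.01 and at an estimated one, with fry, and with 1 contig per protein accession. Where no replicates exist, the median of a list was set against 10000 random lists of contigs drawn from the same of 20 bins of expression. Contigs were drawn independently, so the random limits are too narrow for lists whose members share accessions or vary together.

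Genes named in the text follow a rule set before the data were examined, which takes every gene the paper names, up to 10 contigs with a protein description and the largest change per direction in a test, up to 5 per organ among organ-specific contigs, and up to 4 members per list with the largest change. Values of genes in the paper's tables and additional files had been seen when the rule was set. The contigs at the ends of the components, the contig group around c184 and the contigs that differ in sign between stages were chosen after their values were seen.

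The tests and rules were tested on simulated data, in which 50 contigs per size were given a known change. A change of 1.5 on the log2 scale was called in 100% of them between cultivars, in 28% in seeds and in 98% in the stem fit, and a change of 3 in 100%, 96% and 100%. False calls were 3, 14 and 26 of 48021. The limit of 2 on single tissue ratios called 0% at 1.5 and 100% at 2.5. Repetition letters of the 2 cultivars do not pair, as correlations between contig deviations of the same letter ran from -0.29 to -0.03, and a block on the letter was used as an alternative only.

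Alternatives tried were other limits on the ratio, normalization once more by quantiles or cyclic loess, bright contigs only, 1 contig per accession, blocks on the hybridization or the letter, hybridizations as separate arrays with the RNA as random block, a SAM-type statistic, an unequal-variance test, leaving out samples or hybridizations, and other scalings of the components. Left out were the sequence assembly, the Gene Ontology classes, which are not in the files, the K-means profiles and the raw scans, which were not used here.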

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

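The tests of the control level, of oil genes in S2, of the order of S2 and S3 and of probe variants were chosen only after the results were seen. Chance marks about 1 in 20 groups tested for a sample far from the others, and 7 groups were tested.

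Among the 9 tissue pairs, the correlation of the S2 repetitions was far below the others, with a gap of 0.629 of the whole range, past the limit of the Dixon test. A weak first hybridization is a candidate explanation, as its random control probes had a level of 6.27, against a mean of 5.29 (SD 0.26) and a highest of 5.91 on the other 17 arrays. RNA of another organ in place of seed RNA is argued against by the oil body list, which lay 2.03 above the other organs on that array and 1.83 on the second. That list cannot exclude an admixture of such RNA. The lists over-represented among root-specific contigs were higher on the first array than on the second. These were class III peroxidases (-0.06 and -0.74), germin-like proteins (0.27 and -0.54) and pathogenesis-related proteins (0.48 and -0.26). The values of the first hybridization were kept in the S2 mean, and no biological explanation was tested, since both hybridizations come from 1 RNA.

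Fatty acid and oil synthesis genes were lower in S2 than in S1 and S3, while the oil body list in seeds against other organs, a group the paper does not discuss, had a median of 1.94 and 21 of its 34 contigs rose (limma). The first hybridization alone cannot be the source, as the second differed by -0.55 from the lowest hybridization of S1 and S3 in the fatty acid list. An exchange of S2 and S3 between Fig. 6 and the files remains possible, since the values of the 4 wood genes differed from that figure by 0.24 on average with the labels exchanged and by 0.83 as labelled, with 8 of 8 values closer, and the labels were used as given. Development over the labelled days cannot be told apart from this, as late embryogenesis genes differed by -0.31 between S3 and S2 with a gap of up to 0.48 between hybridizations.

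Between Drakkar and Belinka, 69 contigs differed by a log2 ratio of at least 3 (46 higher in Drakkar and 23 in Belinka), mostly outside the genes the paper discusses, and 12 of them (17.4%) have a protein match against 42.8% of the other contigs. RNA of another organism that varied between field samples is argued against by an SD between repetitions of the high cultivar that was 1.15 times that of contigs of the same level. Such RNA spread evenly over the samples of 1 cultivar would not show in that SD, so it stays open. A cultivar difference in expressed genes and sequence variants under a few of the 8 probes stay open, because the share of contigs without overlap (100%) and the median level in the low cultivar (7.02) were computed on contigs chosen for a large difference and decide nothing. Loss or divergence of whole genes was not tested, as the genome of the cultivars is not given in the sources used here.

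In inner against outer stem, 17 contigs went in opposite directions at the 2 stages by at least 1 in every pairing of hybridizations (9 up and 8 down at the vegetative stage), a difference that was not tested. They include an extensin (c18690, 1.53 and -1.52) and a 5S ribosomal RNA (c29138, -2.31 and 1.52).

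The lignan synthesis list, outside the genes the paper discusses for the cultivars, had a median of 0.63 in Drakkar against Belinka (camera, adjusted p = 0.00343, adjusted p = 0.298 with an estimated correlation), while 0 of its 9 contigs rose and 1 fell, the dirigent-like c41721 (-1.38, limma).

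The ribosomal RNA list, which the paper does not discuss, had a median of -0.56 in the outer stem between the vegetative and green capsule stages, below all random lists of like expression. It also had 0.47 in SIV/SOV, above all random lists, against -0.10 in SIGC/SOGC and -0.08 in the inner stem between stages, so the SOV RNA stands apart and no change with the stage can be read from it. As its 178 contigs share 72 accessions and random lists draw contigs independently, a place beyond the random lists is no test. The cause was not tested.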

How the results depend on the processing

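Only the alternatives without the first S2 hybridization, without it and the second root hybridization, and with a protein match only were chosen after the data were seen. No list past camera's test over samples and no named gene past its test or limit changed its direction, but 2 list medians past their random limits did, in ratios of single tissues. With 1 contig per accession, lipid transfer at the vegetative stage went from -0.30 to 0.09, and lignan synthesis in the inner stem between stages from 0.51 to -0.02. The balance of higher and lower contigs did turn, as between cultivars from 409 and 360 to 940 and 1258 with no limit on the fold, 398 and 430 without Drakkar C, 382 and 392 without Belinka A, 404 and 412 from the first hybridization, 179 higher of 363 for bright contigs and 10 and 12 by an unequal-variance test. In seeds it turned from 1305 and 1078 to 2412 and 2839 with the hybridization number as replicate block, 1901 and 2168 with the RNA as random block and 813 and 1060 for bright contigs, and in the stem over both stages from 1095 and 1125 to 1152 and 973 after quantile normalization, 522 and 427 without the stage as covariate, 174 and 145 with all 9 samples, 282 and 226 at a fold limit of 2 and 711 and 642 without the first hybridizations. By fry, HD-Zip III and ribosomal RNA between cultivars and retroelements in the stem, none past a test, had the opposite direction to camera. Of 147 counts and summary values, 100 stayed within their spread or 1.5 times their count and 47 moved. For named genes, 5046 of 5836 values stayed the same, 618 moved, 141 were weaker and 31 stronger, and for lists 211 of 330 stayed the same, 113 were weaker and 6 stronger. The cause of the moves was not tested except where the setting itself counts fewer or more contigs.

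Stem ratios. At a limit of 1 the counts were 4560 (vegetative, inner against outer), 3186 (green capsule), 1605 (inner stem between stages) and 2545 (outer stem between stages), and with 1 contig per accession, which counts fewer contigs, 341, 240, 35 and 53. Contigs with a protein match only, chosen after the data were seen, gave 485, 336, 44 and 71. Leaving out 1 hybridization gave 800 to 951, 558 to 612, 88 to 121 and 220 to 272. With the hybridization number as replicate block and an adjusted p, 792, 495, 55 and 166 passed.

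Components and organs. Component 1 carried 31.1% with contigs scaled, 31.6% over 18 arrays, 42.1% for bright contigs, 81.6% with samples centred in place of contigs, and 34.9% to 36.7% from 1 hybridization, and component 2 carried 7.18% with samples centred and 21.1% to 25.0% from 1 hybridization. Organ-specific contigs numbered 254 at a margin of 2, 4113 by means, 3583 when 1 sample of an organ sufficed, 615 with 1 contig per accession and 2830 to 3782 from 1 hybridization. The median correlation of cultivar repetitions was 0.976 for bright contigs.

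Drakkar against Belinka. Counts were 158 with 1 contig per accession, 363 for bright contigs, 2198 without a limit on the fold, 22 by an unequal-variance test and 707 to 828 when a repetition was left out. Of 47 named genes past the test, 45 were lost under the unequal-variance test. The letter as replicate block gave 753, a SAM-type statistic 772 and cyclic loess 762. The 3 against 3 samples make 10 splits, 1 of which reaches the real 769, so the share cannot be under 0.05, and the highest other split had 0.

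Seeds against other organs. Counts were 5251 with the hybridization number as replicate block, 4069 with the RNA as random block, 1107 at a fold limit of 2, 1285 to 2907 from 1 hybridization, and 624 without S3, 1514 without S2 and 2780 without S1. Without the first S2 hybridization 3283 passed, and also without the second root hybridization 3235. The real 2383 was reached by 1 of 84 splits, with 268 as the highest other. Every other split places a seed sample with other organs, so its lower count cannot decide whether chance plays a part.

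Inner against outer stem over both stages. Counts were 319 with all 9 samples in 1 fit, 508 at a fold limit of 2, 949 without the stage as covariate, and 1353 to 2307 from 1 hybridization, and 2626 with the hybridization number as replicate block. Of 37 named genes past the test, 13 were lost with all 9 samples. Leaving out a stage was not run, as it leaves a single pair.

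Lists past an adjusted p of 0.05 by camera numbered 16 (cultivars), 16 (seeds) and 21 (stem). With an estimated correlation they were 0, 0 and 0, and by fry 0, 7 and 0, while 8317, 9585 and 8905 contigs had an unadjusted p under 0.05 in limma. For the stem, the estimated correlation leaves camera 1 residual degree of freedom, so its 0 cannot decide. With 1 contig per accession they were 13, 13 and 18.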

Differences from the paper's values

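For the root count and the stem counts, alternatives chosen after the data were seen are given. Of 124 values of the paper set beside the files, 36 differ.

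Correlations. The paper's lower limit for technical repetitions is 0.98 for tissues, and the lowest pair in the files has 0.628. For cultivars the paper's limit is 0.99 and the lowest pair has 0.985. Neither bright contigs, Spearman's rho nor linear signals brings either pair to the paper's limit.

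Organ-specific genes. The paper gives 609 for roots and the files 178. Organ means (423) and 1 hybridization (454, without the second) come within 1.5 times the paper's count, and so does leaving out the first S2 and second root hybridizations (435), which was chosen after seeing the values, and the paper's root genes are not given in the sources used here, so the number it drops is unknown. For leaves the paper gives 599 and the files 1177, with quantile normalization again (616) and 1 contig per accession (475) within the range. For stems the paper gives 79 and the files 29, with 91 and 54 without the first or the second hybridization. For seeds the paper gives 70 and the files 187, with 54 at a margin of 2 and 60 with 1 contig per accession. The other alternatives leave these differences. For its organ-specific genes the paper gives SAM with a false discovery rate under 5%, and its methods filter profiles at a log2 ratio of 1.

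Stem counts. The paper gives 203 higher and 229 lower genes in inner stem at the vegetative stage and the files 350 and 466 at the same limit. It gives 142 and 103 at the green capsule stage and the files 315 and 206. With 1 contig per accession the counts are 153, 188, 130 and 110, within 1.5 times the paper's. Counting only contigs with a protein match, chosen after seeing the values, gives 230, 255, 198 and 138, also within 1.5 times.

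Table 4. Its note gives means over 3 technical replicates, and the files hold 2 hybridizations per RNA. The paper's array ratios and those of the files are 7.86 and 7.60 for c20715, 4.53 and 3.72 for c602, 0.01865 and 0.22 for c21991, -4.59 and -4.02 for c2533, and -6.37 and -5.20 for c3323. For c2370 they are -6.70 and -0.34, while c4370, named in the text, has -5.81. No alternative was set for these.

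Fig. 6, read by eye. For c2533 the paper has about -0.85 in S2 and about -1.8 in S3, and the files -2.35 and -0.95. For c247 in leaves the paper has about -0.1 and the files 0.33. For c15771 the paper has about -0.65 in leaves, about -0.45 in S2 and about -1.5 in S3, and the files 0.47, -1.95 and -0.68. For c11079 the paper has about 1.7 in roots, about -0.65 in leaves, about 2 in SIV, about 2 in SIGC, about -0.5 in S2 and about -1 in S3, and the files 2.46, -1.90, 2.56, 0.67, -1.30 and -0.51. Against the mean of linear signals the files reach the paper's value for c2533 in S3 (-1.97), c247 in leaves (-0.25) and c11079 in roots (1.59), and not for the others.

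Additional file 1, inner against outer stem at the vegetative stage. The paper's and the files' ratios are 2.45 and 3.16 for c1109 (2.87 without the first SIV and 2.82 without the first SOV hybridization are within the range), 2.33 and 2.92 for c3396 (2.64 without the first SOV), -2.68 and -3.43 for c2947 (-3.0 without the second SIV), -3.09 and -3.66 for c5237 (no alternative), -2.15 and -3.29 for c6325 (none), -2.03 and -2.25 for c1410 (-2.07 without the first SIV, -2.21 without the second SOV, -2.18 after quantile normalization), -2.01 and -2.30 for c8886 (-2.27 without the second SIV, -2.06 without the second SOV, -2.22 after quantile normalization) and -3.82 and -4.29 for c5052 (none). Over the whole list the median difference in size is 0.40 for higher and 0.48 for lower contigs, and 0.64 and 0.36 at the green capsule stage, with 1 of 203, 0 of 229, 0 of 142 and 1 of 103 equal to within 0.01, and the cause was not found. Ratios between stages are equal to within 0.01.

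Statements. The paper places c402 among the most raised defence genes in Drakkar, and c402 has 1.17, under the germin-like contigs c48400 (2.59) and c7149 (2.04). Of the 34 genes of Fig. 7, c7453, c5939, c16527 and c26515 do not pass the adjusted p, though they exceed the fold limit, which without a test gives the paper's counts of 428 and 367 and its 269 with a function. It names c2947, c3576 and c5237 as fasciclin-like, and the files describe them as proline-rich APG proteins. It assigns 56 genes to walls and xylem, and its Additional file 2 holds 60 over all classes. As these include 4 for lignans and 3 for the cytoskeleton, the counts need not cover the same classes.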

Other observations

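Of the results in this part, the group around c184 and the correlation of cultivars with tissues were chosen after the data were seen. In seeds, heat shock proteins and chaperones, which protect proteins, had 37 contigs that rose and 6 that fell of 227 (46 and 8 adjusted over the list alone; camera, adjusted p = 9.77e-06, adjusted p = 0.320 with an estimated correlation), and the late embryogenesis list had 6 contigs that rose and 0 that fell of 25 (8 and 1 adjusted over the list alone; camera, adjusted p = 0.00236, adjusted p = 0.320 with an estimated correlation, and adjusted p = 0.0617 with 1 contig per accession). Ribosomal proteins had 22 contigs that rose and 1 that fell of 692 (18 and 1 adjusted over the list alone; camera, adjusted p = 6.57e-09, adjusted p = 0.320 with an estimated correlation). Nutrient transporters, the list labelled root nutrient uptake, went the other way, with 1 contig that rose and 8 that fell of 72 (2 and 16 adjusted over the list alone; camera, adjusted p = 1.09e-07, adjusted p = 0.320 with an estimated correlation). Despite its label this list was not high in roots, as its median lay 0.05 above the rest there and 1.07 above the rest in leaves. Aquaporins, which pass water, had 8 contigs that rose and 2 that fell of 70 (8 and 9 adjusted over the list alone; camera, adjusted p = 0.164, adjusted p = 0.675 with an estimated correlation). Among contigs past the test whose description names a protein, the largest losses in seeds were the peroxidases c2409 (-4.78) and c864 (-4.18) and the auxin response contig c682 (-4.49).

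In the stem, aquaporins had a median log2 ratio of inner to outer tissues of 0.21 at the vegetative and 0.31 at the green capsule stage, though the contigs past a log2 ratio of 2 were lower (2 and 1, with 0 higher). Tubulins and actins had 0.14 at the vegetative stage, with 0 contigs higher and 2 lower past 2, and a median near 0 at the green capsule stage, with 2 higher and 1 lower past 2. Mitochondrial and plastid respiratory subunits had -0.03 and -0.23. Between the cultivars, retroelements had a median of -0.12 (camera, adjusted p = 0.0260, adjusted p = 0.363 with an estimated correlation).

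A group of 6 contigs without a description (c184, c29100, c32501, c14606, c27493 and c59339), chosen after their values were seen, was higher in Drakkar by 4.20 to 6.13. Its SOV signals lay 2.25 to 4.24 below SIV and 2.40 to 5.07 below SOGC, differences that share the single SOV sample. At the green capsule stage the inner stem was lower than the outer for all 6, as for c184 (-1.59), c32501 (-2.27) and c27493 (-1.44). The mean signals of the cultivars, treated as normalized apart, had r = 0.834 with leaves, 0.802 with SOV, 0.780 with SOGC and 0.558 with S2.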
